# Pharmacological induction of the hypoxia response pathway in Huh7 hepatoma cells limits proliferation but increases resilience under metabolic stress

**DOI:** 10.1007/s00018-024-05361-6

**Published:** 2024-07-30

**Authors:** Clémence Jacquemin, Walid El Orch, Olivier Diaz, Alexandre Lalande, Anne Aublin-Gex, Florentine Jacolin, Johan Toesca, Mustapha Si-Tahar, Cyrille Mathieu, Vincent Lotteau, Laure Perrin-Cocon, Pierre-Olivier Vidalain

**Keywords:** Hepatocellular carcinoma, Cell metabolism, Hypoxia, Mitochondria, HIF-1a, Molidustat

## Abstract

The hypoxia response pathway enables adaptation to oxygen deprivation. It is mediated by hypoxia-inducible factors (HIF), which promote metabolic reprogramming, erythropoiesis, angiogenesis and tissue remodeling. This led to the successful development of HIF-inducing drugs for treating anemia and some of these molecules are now in clinic. However, elevated levels of HIFs are frequently associated with tumor growth, poor prognosis, and drug resistance in various cancers, including hepatocellular carcinoma (HCC). Consequently, there are concerns regarding the recommendation of HIF-inducing drugs in certain clinical situations. Here, we analyzed the effects of two HIF-inducing drugs, Molidustat and Roxadustat, in the well-characterized HCC cell line Huh7. These drugs increased HIF-1α and HIF-2α protein levels which both participate in inducing hypoxia response genes such as BNIP3, SERPINE1, LDHA or EPO. Combined transcriptomics, proteomics and metabolomics showed that Molidustat increased the expression of glycolytic enzymes, while the mitochondrial network was fragmented and cellular respiration decreased. This metabolic remodeling was associated with a reduced proliferation and a lower demand for pyrimidine supply, but an increased ability of cells to convert pyruvate to lactate. This was accompanied by a higher resistance to the inhibition of mitochondrial respiration by antimycin A, a phenotype confirmed in Roxadustat-treated Huh7 cells and Molidustat-treated hepatoblastoma cells (Huh6 and HepG2). Overall, this study shows that HIF-inducing drugs increase the metabolic resilience of liver cancer cells to metabolic stressors, arguing for careful monitoring of patients treated with HIF-inducing drugs, especially when they are at risk of liver cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05361-6.

## Introduction

Dioxygen (O_2_) is the final electron acceptor of the mitochondrial respiratory chain and, as such, is essential for the production of ATP and aspartate but also for the reoxidation of ubiquinol (CoQ_10_H_2_) to ubiquinone (CoQ_10_) which is notably required for pyrimidine biosynthesis [1–4]. When O_2_ concentration decreases, the hypoxia response pathway is induced, enabling cells to adapt through metabolic reprogramming [5]. Classically, this results in higher glycolysis coupled with lactate synthesis from pyruvate to maintain ATP level without the need for aerobic respiration. Hypoxia-Inducible Factors (HIFs) are heterodimeric transcription factors playing a key role in the cellular response to hypoxia. HIFs are formed by one alpha subunit (HIF-1α, HIF-2α or HIF-3α) interacting with a beta subunit (HIF-1β). The activation of HIFs in response to O_2_ deprivation is now understood, especially for HIF-1 and HIF-2 that have been extensively studied. At the protein level, Prolyl-Hydroxylase Domain enzymes (PHDs) use O_2_ to hydroxylate two proline residues of HIF-1/2α that are then recognized by the Von Hippel–Lindau (VHL) ubiquitination complex, targeting HIF-1/2α to proteasomal degradation. When O_2_ is missing, HIF-1/2α subunits accumulate and translocate to the nucleus where they bind HIF-1β, forming an active transcription factor that interacts with hypoxia response elements (HREs). Even in normoxic conditions, other molecular mechanisms can also result in the accumulation of HIF-1/2α subunits and activation of the hypoxia response pathway. For example, it was shown in mouse bone marrow-derived macrophages that upon stimulation with bacterial lipopolysaccharide (LPS), ROS production and succinate accumulation induce HIF-1α, which leads to the expression of inflammatory cytokines such as IL-1β [6]. In human monocyte-derived dendritic cells, TLR4 stimulation with LPS induced a p38-MAPK-dependent accumulation of HIF-1α that increased the expression of hexokinase 2 (HK2), the first enzyme of glycolysis [7].

HIF-1 and HIF-2 activate the transcription of more than 200 target genes [8]. These include erythropoietin (EPO) and vascular endothelial growth factor (VEGF), which stimulate erythropoiesis and angiogenesis, respectively. Anemia is a frequent complication in patients with chronic kidney disease (CKD), as the cortical area of their kidneys is often deficient in the production of EPO. This prompted the development of PHD inhibitors (PHDi) such as Molidustat, Daprodustat and Roxadustat which, by inducing HIFs, stimulate EPO secretion in the kidney and liver, thereby increasing erythropoiesis [9]. Other cellular and tissue functions allowing physiological adaptation to hypoxia are also regulated by HIFs, including immune response, cell differentiation, cardiopulmonary function and energy metabolism [10]. By increasing the expression of glucose transporters and glycolytic enzymes, HIFs enhance glucose uptake, glycolytic activity and lactate synthesis to maintain ATP level as mentioned above. In parallel, HIFs induce the expression of Pyruvate Dehydrogenase Kinase 1 (PDK1) to inactivate the Pyruvate Dehydrogenase (PDH) Complex. This inhibits the entry of pyruvate in the Tricarboxylic Acid (TCA) cycle and its conversion to acetyl-CoA, so that lactate synthesis is favored. Protein complexes of the respiratory chain are also remodeled in their composition to limit their activity, mitophagy is induced and mitochondrial biogenesis is inhibited [11].

HIFs also play key roles in many aspects of cancer biology [12]. On the one hand, hypoxia has been shown to interfere with the proliferation of different cell types, including cancer cell lines, and HIF expression has been implicated in cell cycle inhibition through different mechanisms [13]. But on the other hand, HIFs can favor cell adaptation and survival in hypoxic environments [8]. In tumors, HIF expression often contributes to metabolic reprogramming, stem cell specification, epithelial-mesenchymal transition, cell motility and metastasis. It also promotes the expression of autocrine growth factor, tumor vascularization, immune suppression and resistance to treatments [12]. As a result, high levels of HIF expression are generally detrimental and associated to poor prognosis in patients. Interestingly, HIF-1α and HIF-2α protein levels can also be increased in cancer cells due to loss of function of different tumor suppressors, including VHL, which results in either increased HIF-1α synthesis or decreased HIF-1α degradation [14]. Given the role of HIFs in tumor development, drugs that block their transcriptional activity or promote their degradation have been developed and are under clinical evaluation [12, 15]. On the contrary, these observations raised concerns about the carcinogenic potential of PHDi that are used in the treatment of anemia [16]. Preclinical in vivo studies and follow-up of treated patients have been reassuring since no cancer-related adverse events have been established to date [17–21]. Quite surprisingly, experiments performed in vitro or on animal models have even suggested that PHDi could have beneficial effects by inhibiting the growth of some tumors [22–24]. However, these conclusions may not be valid for all types of cancer, or even transposable to patients. Thus, given our limited knowledge of the consequences of long-term treatments with PHDi, patients receiving these drugs should be carefully monitored for tumor development.

The effect of clinically used PHDi on hepatocellular carcinoma (HCC) has not yet been studied, although HCC is the fourth leading cause of cancer-related death, treatments are limited, and its incidence is increasing rapidly [25]. Factors responsible for HCC are quite well characterized and essentially include chronic viral hepatitis, alcohol, mycotoxins and chronic liver inflammation associated to steatohepatitis. HCC is a solid tumor developing hypoxic area as it grows and HIF expression is a prognosis marker associated with poor outcomes [26]. HIFs are also induced after trans-arterial embolization, which is part of HCC treatment procedures, and play a role in tumor resistance to treatment. In standard cell culture conditions in the presence of O_2_, HCC cell lines do not express or express very low levels of HIF-1/2α [27–30], suggesting that HIF induction mostly depends on tumoral micro-environment. To analyze in vitro the effect of clinically used PHDi on HCC, we used the HCC cell line Huh7 which is well-characterized and has a transcription profile highly correlated with HCC tumor samples [31]. To activate the hypoxia response pathway in this cellular model, we used Molidustat [32], a prototypical PHDi that is approved in cats and is in advanced clinical trial in humans for the treatment of CKD-associated anemia. Cellular response to Molidustat was then analyzed by a multi-omics approach including transcriptomics, proteomics and metabolomics together with confocal microscopy. Roxadustat, another PHDi already approved in humans, was also used to validate key results.

## Material and methods

### Cells and reagents

Huh7 (a gift from Dr. Marco Binder; Heidelberg University; Germany) and Huh6 and HepG2 cells (a gift from Pr. Patrice André; Hospices Civils de Lyon; France) were grown in DMEM, high glucose, with GlutaMAX (Ref. 10566016; Gibco; France) supplemented with 10% fetal calf serum (FCS; Biosera; France) and 100 U/mL penicillin/streptomycin (Gibco; France). Cells were grown at 37 °C and 5% CO_2_. Cell lines were authenticated by STR profiling (Cell Line Authentication Service; Eurofins Genomics; Germany), and all cells were tested for mycoplasma contamination (Mycoplasmacheck; Eurofins Genomics; Germany). Molidustat was from Euromedex (France), Antimycin A and Uridine were from Sigma-Aldrich (France), Dipyridamole was from Bertin Bioreagent (France), and GSK2837808A was from MedChemExpress (Sweden). IPPA17-A04 and BAY-2402234 were provided by Yves Janin (Muséum National d’Histoire Naturelle; France).

### Gene expression analysis by RT-qPCR

0.3 × 10^6^ Huh7 cells were seeded in 6-well plates in 3 mL of culture medium. After incubation for 24 h, cells were incubated with fresh culture medium containing Molidustat at 12.5, 25 or 50 μM or DMSO alone. After incubation for 48 h, cells were washed with PBS and processed with the Monarch Total RNA Miniprep Kit (New England BioLabs; France) or the Direct-zol RNA MiniPrep w/Zymo-Spin IIC Columns (Ozyme; France). After quantification, reverse transcription was performed on 400 ng of total RNA with the High-Capacity RNA-to-cDNA Kit (Ref. 4387406; Applied Biosystems; France) following manufacturer’s recommendations. The qPCR was performed with the PowerTrack SYBR Green Master Mix (A46012; Applied Biosystems) on a CFX96 Real-Time PCR Detection System (BioRad; France). Gene induction was expressed a fold change using the 2^−ΔΔCt^ method and RPL13A as a housekeeping gene.

To silence HIF-1α or HIF-2α expression, 0.2 × 10^6^ Huh7 cells were seeded in 6-well plates in 3 mL of culture medium. After 24 h of incubation, supernatant was removed before adding fresh medium without antibiotics. Cells were then transfected with ON-TARGETplus Human HIF-1α siRNA (L-004018-00), HIF-2α siRNA (L-004814-00) or Non-targeting Control Pool control siRNA (D-001810-10) from Horizon Discovery (UK). Cells were transfected with 50 pmol of each siRNA per well and DharmaFECT Transfection Reagent (Horizon Discovery; UK) following manufacturer’s guidelines. After 4 h of incubation, cells were treated with Molidustat (25 μM) or DMSO alone. After 48 h of culture, cells were harvested and processed as described above (Table 1).

**Table 1:** Primers used for RT-qPCR

Name	Forward primer	Reverse primer
BNIP3	CCTTCCATCTCTGCTGCTCTC	AATCCACTAACGAACCAAGTCAG
SERPINE1	CGCTGTCAAGAAGACCCACA	ACCTGCTGAAACACCCTCAC
RPL13A	AAAAGCGGATGGTGGTTCCT	GCTGTCACTGCCTGGTACTT
HIF-1α	CCCATTTTCTACTCAGGACACAG	GCTTGCGGAACTGCTTTCTA
HIF-2α/EPAS1	CTGTGTCTGAGAAGAGTAACTTCC	TTGCCATAGGCTGAGGACTCCT
LDHA	GATTCCAGTGTGCCTGTATGG	TCAGTCCCTAAATCTGGGTGC
EPO	AGAAGGAAGCCATCTCCCCT	TACAGCTTCAGCTTTCCCCG

### Analysis of protein expression by Jess and western-blot

0.5 × 10^6^ Huh7 cells were seeded in 6-well plates with 3 mL of culture medium containing Molidustat at 25 μM or DMSO alone. After incubation for 24 h, cells were washed with PBS and stored at − 20 °C. Cells were lysed on ice for 20 min with 300 μL of RIPA lysis buffer (20-188; Millipore; France) supplemented with Protease Cocktail Inhibitor (P8340; Sigma-Aldrich). Lysates were collected and clarified by centrifugation at 4 °C (20 min; 17,000 g). After protein quantification (DC Protein Assay; Bio-Rad), proteins extracts were analyzed for HIF-1α and HIF-2α expression with the Jess Simple Western System from Bio-Techne following manufacturer’s recommendations (12–230 kDa Fluorescence Separation Module, SM-FL001; EZ Standard Pack 1; PS-ST01EZ; Total Protein Detection Module for Chemiluminescence based total protein assays, DM-TP01; RePlex™ Module, RP-001). Protein extracts were dispensed in the assay plate at a final concentration of 0.2 μg/μL. HIF-1α and HIF-2α (respectively NB100-134 and NB100-122; 1/100 final dilution; Novus Biologicals; France) were detected with an anti-rabbit polyclonal antibody (Anti-Rabbit Detection Module; DM-001; Bio-Techne).

For detecting VDAC expression, cellular lysates were analyzed by Western blotting using NuPAGE 4 to 12%, Bis–Tris, 1.5 mm, Mini Protein Gels (NP0335; Invitrogen; France). Proteins were transferred on Nitrocellulose membranes with the Trans-Blot Turbo Transfer System (Ref. 1704271; 25 V; 1.3A; 10 min; BioRad). Membranes were blocked in PBST plus 5% dry nonfat milk, and VDAC expression was detected using a mouse monoclonal antibody (MABN504; clone N152B/23; 1/500 dilution; Sigma-Aldrich). The HRP-conjugated, goat anti-mouse IgG antibody from Jackson ImmunoResearch (115-036-003) was used at a 1/1000 dilution. HRP activity was detected with the SuperSignal West Pico PLUS Chemiluminescent Substrate (Ref. 34578; Thermo Scientific; France).

### Proteomic analysis

Six biological replicates were prepared for each culture condition. Three million Huh7 cells were grown in 10 mL of culture medium with Molidustat at 25 μM or DMSO alone in 10 cm dishes for 48 h. Cells were washed with ice-cold PBS, harvested by scrapping and washed again with PBS after centrifugation. Frozen cellular pellets stored at − 80 °C were shipped for analysis to Doppleganger Biosystem GmbH (Germany) and processed as previously described by positive-pressure filter-aided sample preparation in 96-well format [33]. After trypsin digestion, LC–MS was performed on a U3000 RSLCnano ProFlow system coupled to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Raw data were processed as previously described [33] with the Proteome Discoverer platform 2.3 together with Percolator and Peptide validator to adjust the false discovery rate to 1%. Signal intensities were obtained for each protein and the complete dataset is available in Table S1. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD049964 [34].

### Transcriptomic analysis

Three biological replicates were prepared for each culture condition. 0.4 × 10^6^ Huh7 cells were seeded in 6-well plates and grown in 2 mL of culture medium with Molidustat (25 μM) or DMSO alone for 24 or 48 h. To collect samples, cells were washed with ice-cold PBS and lysed in 350 μL of RLT lysis buffer (Qiagen; France). Frozen samples were stored at − 80 °C before shipping to Viroscan3D (France). Total RNA was extracted using the RNeasy Mini kit including DNAse treatment (Qiagen). Samples were quantified and qualified using SS RNA System on Fragment Analyzer (Agilent; USA). Transcriptome profiling was performed by high-throughput 3’ UTR RNA sequencing of polyadenylated RNAs. The QIAseq UPX 3' Transcriptome Kit (Qiagen) was used for reverse transcription and to generate cDNA library. Then, gene expression was analyzed by Next-Generation Sequencing (NGS) using Illumina NextSeq 500 (Paired end reads). Reads were mapped on the reference genome Homo sapiens (GRCh38). Raw data were processed using STAR 2.7.9a for mapping reads on human genome, HTSeq 0.11.2 for counting tags and the DESeq2 R package (v1.26.0) pipeline to normalize data and identify differentially expressed genes. Raw data are available on the Gene Expression Omnibus database (Accession number GSE242340). Molidustat was considered to have a significant effect on gene expression when adjusted p-value was below 0.05. The Gene Set Enrichment Analysis (GSEA) was performed as previously described [35].

### Metabolomic analysis

Four biological replicates were prepared for each culture condition. 2 × 10^6^ Huh7 cells were seeded in 10 mm dishes and grown for 24 h in 10 mL of culture medium. Supernatant was removed and replaced by 8 mL of fresh culture medium containing DMSO alone, Molidustat (25 µM), IPPA17-04 (2 µM) or BAY-2402234 (2 µM) for 24 h. Cells medium was removed and metabolites were immediately extracted in 2 mL ice-cold (− 20 °C) 80% MS-grade MeOH (Ref. 900688; Sigma-Aldrich) in sterile pyrogen free water Otec (Ref. 600500; Aguettant; France). After vortexing for 1 min, samples were stored at − 80 °C before shipping in dry ice. Sample analysis was carried out by MS-Omics (Denmark) as follows. Samples were dried under nitrogen flow and reconstituted in 140 μl MQW. After reconstitution samples were filtered and additionally diluted 10 times in eluent A for semi-polar metabolites analysis and 5 times in eluent A for polar metabolites analysis. The analyses were carried out using a Thermo Scientific Vanquish LC coupled with a high-resolution quadrupole-orbitrap mass spectrometer (Q Exactive^™^ HF Hybrid Quadrupole-Orbitrap, Thermo Fisher Scientific). An electrospray ionization interface was used as ionization source. Analysis was performed in negative and positive ionization mode. For semi-polar metabolites, the UPLC was performed using a slightly modified version of the protocol described by C.E. Doneanu et al. [36]. For polar metabolites, the UPLC was performed using a slightly modified version of the protocol described by Hsiao et al. [37]. Peak areas were extracted using Compound Discoverer 3.2 (Thermo Fisher Scientific) and Skyline [38]. Identification of compounds were performed at four levels; Level 1: identification by retention times (compared against in-house authentic standards), accurate mass (with an accepted deviation of 3 ppm), and MS/MS spectra, Level 2a: identification by retention times (compared against in-house authentic standards), accurate mass (with an accepted deviation of 3 ppm). Level 2b: identification by accurate mass (with an accepted deviation of 3 ppm), and MS/MS spectra, Level 3: identification by accurate mass alone (with an accepted deviation of 3 ppm). A total of 2115 compounds were detected in the samples. Hereof, were 405 annotated on level 3, 146 on level 2b, 84 on level 2a, and 110 on level 1. Compounds analyzed in this study are from Level 1 or 2a. The results from the analyses are presented as log2 values of the ratio between the average of Molidustat vs DMSO treated samples (Supplementary Fig. 2A; n = 4).

### Lactate quantification

Secreted lactate was measured with a commercial assay (Lactate Assay Kit MAK064, Sigma-Aldrich). Briefly, supernatants of Huh7 cells were collected and filtered through Amicon Ultra-0.5 Centrifugal Filter Units with a 10 kDa cut-off (UFC5010, Millipore) for 15 min at 13,000 g and 4 °C. Deproteinized samples were diluted 1:50 in assay buffer. Lactate quantity was assessed according to the manufacturer’s instructions.

### Real-time monitoring of metabolic phenotype with a Seahorse XF analyzer

Cells were seeded in Seahorse XF 24-wells microplates (Agilent), coated with Poly-L-Lysine 0.01% (P4832; Sigma-Aldrich), at 5 × 10^4^ cells/well in 250 µL of DMEM medium (Ref. 31053044; Gibco) supplemented with 10% FCS (Biosera), 2 mM l-glutamine, 100 U/mL penicillin/streptomycin, treated with 25 µM Molidustat or DMSO alone and incubated at 37 °C and 5% CO_2_ for 48 h. The assay was initiated by replacing growth medium with prewarmed Seahorse assay medium (XF DMEM pH7.4; 103575-100; Agilent) supplemented with glucose (10 mM), l-glutamine (2 mM) and sodium pyruvate (1 mM). Cells were washed with 1 mL assay medium and incubated at 37 °C for 1 h without CO_2_. The medium was replaced by 500 µL of prewarmed assay medium prior measurement of oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) with the Seahorse XFe24 analyzer using the MitoStress test assay (Agilent). The number of cells was determined at the end of the run after Hoechst staining and cell counting using Cytation 1 cell imaging reader (Agilent BioTek). Results were normalized by cell count and analyzed using the Seahorse Wave software.

### Fluorescence imaging and quantitative analysis of mitochondria

Cells were seeded in 24-well plates containing poly-L-lysine-coated coverslips at 15 × 10^3^ cells/well in 500 µL of culture medium with Molidustat at 25 μM or DMSO alone. After 48 h of culture, cell culture medium was removed and mitochondria were stained with a MitoTracker Red CMXRos solution in culture medium at 250 nM (M7512; Invitrogen). Cells were incubated for 30 min at 37 °C, washed with fresh culture medium and fixed with 4% formaldehyde. After 15 min of incubation at 37 °C, cells were washed with PBS and nuclei were stained with Hoechst (NucBlue Fixed Cell ReadyProbes; R37606; Invitrogen). After 5 min of incubation at room temperature (RT), coverslips with cells were washed with PBS and mounted for fluorescence microscopy imaging using the ProLong^™^ Diamond Antifade Mountant (P36970; Invitrogen). Cells were then imaged on a Yokogawa HCS CQ1 spinning disk confocal system, using a 40X Olympus UPLSAPO40X2 objective. *Z*-stacks of 7-µm-range with an imaging step of 0.33 µm were acquired in random areas of the slides, with a 561 nm and a 405 nm laser (excitation power 50%) and an exposure time of 500 ms. Images were analyzed as 3D stacks using Fiji (v2.14.0) plugin Mitochondria Analyzer (v2.3.1) ([39], https://github.com/AhsenChaudhry/Mitochondria-Analyzer). Images were first converted to 8-bit format and the scale was set at 0.16 µm/pixel before image processing and thresholding. Mitochondria of individual cells were analyzed by manually cropping the images before using the following pre-processing commands of the "3D Threshold” command: Subtract Background (rolling ball radius = 1 µm), Sigma Filter Plus (radius = 1 µm), Enhance Local Contrast (max slope = 1.25), and Adjust Gamma (gamma = 0.9). The local threshold method was set as “Weighted Mean” with a block size of 1.4 µm and a C-Value of 1.2. Finally, the following post-processing commands were applied: Despeckle, Remove Outliers (outlier radius = 0.9375 pixels), and Fill 3D Holes. The “3D Analysis” command was then used to quantify mitochondria morphological and network characteristics. The optimal parameters were identified using the “3D Threshold Optimize” command by testing different ranges of settings. Thirty cells were analyzed by condition.

### Quantification of cell proliferation

Cell counts in culture wells were determined with the CellTiter-Glo Luminescent Cell Viability Assay (G7570; Promega; France), which relies on ATP quantification as a proxy of the number of cells in a well, or by staining cell nuclei with Hoechst followed by the quantification of the fluorescent signal. Huh7 and HepG2 cells were seeded at 5 × 10^3^ cells/well and Huh6 cells at 2 × 10^3^ cells/well ﻿in triplicates in white 96-well plates for the CellTiter-Glo detection or in sextuplicates in black plates with clear bottoms for fluorescence-based cell quantification. Cells were incubated for 96 h in 200 µL of culture medium with DMSO alone or indicated drugs (Molidustat at 25 µM, IPPA17-A04 at 1 µM, Dipyridamole at 2 µM, Antimycin A at 0.04 µM). For ATP quantification in culture wells, 100 µL of culture medium were removed first, and 50 µL of CellTiter-Glo reagent were added in each well. After 10 min of incubation at RT, luminescence was quantified with Tristar 5 Multimode reader (Berthold; Germany). For staining cell nuclei, Hoechst 33342 (62249; Thermo Scientific) was added to each well at 40 µM and incubated for 30 min at 37 °C. Wells were washed with PBS and for Huh7 and HepG2 cells, mean fluorescence in each well was measured with a Tristar 5 Multimode reader (Berthold; France). For Huh6 cells, fluorescent cells were numbered with a Celigo Image Cytometer (Revvity; France).

### Cytoxoxicity assay

Cytotoxicity was evaluated by CellTox™ Green cytotoxicity assay (G8741, Promega). 5 × 10^3^ cells/well were plated in 96-well plates, and cultured in the presence of CellTox green dye (1/500 final dilution) and treated as indicated. Fluorescence was measured (Ex:490 nm; Em:520 nm) every 24 h using TECAN M200 microplate reader. Treatment with 10% Triton X-100 one hour before measurement was used as cytotoxicity control.

### Real-time cell analysis (RTCA) by impedancemetry

Cellular proliferation was monitored by impedancemetry using the xCELLigence RTCA MP system (Agilent) in a 96-well format (RTCA E-Plates; Ref. 300600890; Agilent). Huh7 cells were seeded at 4 × 10^3^ cells/well in duplicates in 200 µL of culture medium with DMSO alone or Molidustat at 25 µM. Cells were grown at 37 °C and 5% CO_2_, and the Cell Index (CI) was determined every 15 min for 96 h. The area under CI curves was calculated from 0 to 96 h of treatment.

### Measurement of DHODH activity

The protocol to measure DHODH activity in cellular lysates was adapted from Yin et al. [40]. 6 × 10^6^ cells were harvested by trypsinization and washed twice with PBS. The cellular pellet was resuspended in 500 µL of water at 4 °C and sonicated for 1 min. Cellular lysate was centrifuged at 16,000 g for 20 min at 4 °C. Supernatant was recovered to measure DHODH activity. In Eppendorf tubes, 240 µL of cellular lysate were mixed with 80 µL of dihydroorotate solution (5 mM in water; D7128; Sigma-Aldrich), 240 µL of K_2_CO_3_-HCl solution (1 M in water; pH = 8), 280 µL of decylubiquinone solution (1 mM; 3.2% DMSO in water; D7911; Sigma-Aldrich) and 240 µL of water. In control tubes, IPPA17-A04 was added at a final concentration of 2 µM. The tubes were incubated at 37 °C, and 40 µL were harvested every 5 min. Reaction was stopped on ice. For the detection of orotate synthesis, the following reagents were added to each tubes: 60 µL of water, 100 µL of 4-TFMBAO (4 mM in water; 542822; Sigma-Aldrich), 100 µL of K_3_[Fe(CN)_6_] (8 mM in water) and 100 µL of K_2_CO_3_ (80 mM in water). Tubes were incubated for 5 min at 80 °C. 150 µL of each tube were transferred to a black 96-well plate and fluorescence was determined (Ex: 340 nm; Em: 460 nm).

### Bioinformatics and statistical analyses

Venn diagrams were generated with the online tool available at https://bioinformatics.psb.ugent.be/webtools/Venn/. Functional enrichment analyses were performed with DAVID using the “Biological Process” (BP) annotation of the GO database [41, 42]. The list of metabolites up and downregulated by Molidustat was analyzed with MetaboAnalyst 6.0 (Homo sapiens SMPDB pathway library; [63]). All statistical analyses were performed with GraphPad Prism v10. BioRender was used for graphic representations.

## Results

### Molidustat induces the hypoxia response pathway in Huh7 cells

The activation in Huh7 cells of the hypoxia-response pathway by Molidustat was first determined by monitoring with RT-qPCR the expression of BNIP3 and SERPINE1, two marker genes induced by hypoxia in HCC cell lines [43, 44]. As shown in Fig. 1A, these two genes were upregulated when treating Huh7 cells for 48 h with Molidustat. Based on the induction profile of these two genes, the concentration of 25 μM which corresponds to a plateau of activity, and is consistent with previous in vitro studies [23, 45, 46], was selected for subsequent experiments. At this concentration, HIF-1α and HIF2-α protein expression was induced by Molidustat as assessed by automated, capillary-based protein separation and Western blotting (Fig. 1B). In contrast, HIF-1α and HIF2-α mRNA were unaffected by Molidustat (Supplementary Fig. 1A). Overall, this is consistent with the expected regulation of HIF-1/2α at the protein level rather than at the transcriptional level. Roxadustat also increased mRNA levels of BNIP3 and SERPINE1 and induced the accumulation of HIF-1/2α proteins in Huh7 cells (Supplementary Fig. 1B and C). This extends our observations to another PHDi which has a chemical structure different from Molidustat.

**Fig. 1:**
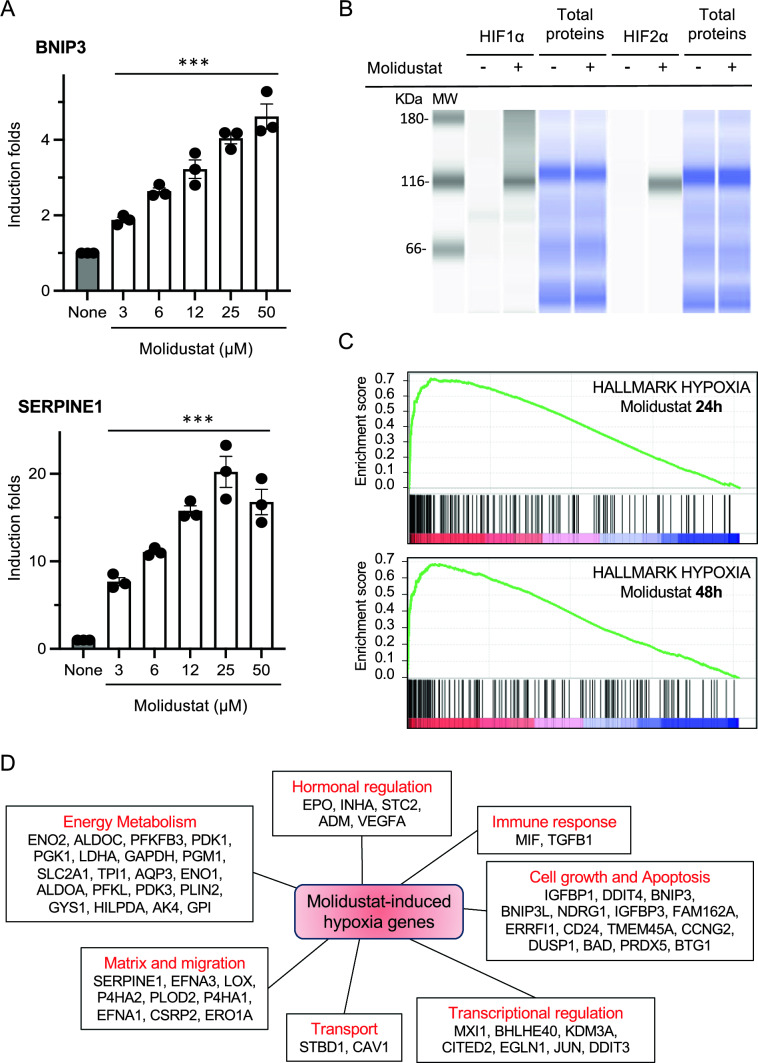
Molidustat induces the hypoxia response pathway in Huh7 cells. **A** Huh7 were stimulated for 48 h with Molidustat at 3, 6, 12.5, 25 or 50 µM or DMSO alone (None). BNIP3 and SERPINE1 expression was determined by RT-qPCR using RPL13A as housekeeping gene. Means ± SEM of three experiments. ***p < 0.001; Friedman test. **B** HIF-1α and HIF-2α are induced at protein level by Molidustat. Huh7 cells were treated for 24 h with Molidustat (25 µM) or DMSO alone, and HIF-1α and HIF-2α expression were determined by Jess analysis. Total proteins loaded in the capillaries are presented on the right panel. **C** GSEA analysis of differentially expressed genes in Huh7 cells treated for 24 h or 48 h with Molidustat (25 µM) or DMSO alone. **D** This figure shows genes upregulated in Molidustat-treated Huh7 cells (Log_2_(FC) > 1 after 24 h or 48 h of treatment; p-adj < 0.05) that are associated to hypoxia response in the molecular signature database MSigDB (Hallmark Hypoxia) or in the Gene Ontology database (GO:0001666). ALKBH5 and WSB1 were not shown as they did not fall into one of the indicated categories

To further explore the effect of Molidustat on gene expression, the transcriptome of Huh7 cells was analyzed by next-generation sequencing after 24 h or 48 h of treatment to capture early and late regulatory events. 

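Huh7 is an established human hepatocellular carcinoma cell line, and Molidustat inhibits the prolyl hydroxylases that mark HIF-α subunits for degradation. RNA was collected from cells treated with 25 µM Molidustat or with DMSO alone for 24 h or 48 h, with 3 replicates in each of the 4 groups, which makes 12 libraries. The paper describes biological replicates, while the study's record speaks of RNA extracted in triplicate, so whether each n of 3 and its SD cover separate cultures was not settled here. The libraries were prepared with a kit that reads the 3′ end of each transcript. The authors aligned the reads with STAR to the human genome build GRCh38. They counted reads per gene with HTSeq, and the deposited values are these whole-number counts without normalization. The paper's text does not name the annotation release, the strand setting or whether molecular identifiers were used. PCR copies may therefore be among the counts, so intervals and floors cover counting error only. The counts of antisense or overlapping genes and of processed copies of a gene are uncertain, since reads could have been given to either. At 24 h, between 2462623 and 4744982 counts fell on genes in the DMSO libraries (median 4033489) and between 2703897 and 8202125 in the Molidustat libraries (median 5101950). At 48 h, the range was 1499273 to 9179389 with DMSO (median 6856097) and 2312396 to 5122636 with Molidustat (median 4249851). The smallest library, DMSO 48 h replicate 2, differed from the others in more than depth. Of its listed reads, 50.4% fell on no annotated feature, against 17.1 to 25.6% in the 11 other libraries. Its log2 expression correlated across genes at 0.71 to 0.78 with the others, which correlated with each other at 0.86 to 0.96 (genes are not independent replicates). It was kept in all fits, and values without it are given where it decides them. Counts were scaled for library size with edgeR's TMM factors, which were 0.629 in this library and 1.01 to 1.08 in the others, and levels are given as CPM, counts scaled to a common library total by these factors. The 14274 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test in a single fit of all 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method. As in the paper, a gene is called higher or lower with an adjusted p-value under 0.05 and a log2 fold change beyond 1 in that direction. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. In simulated data, 200 genes drawn from the more abundant of the 14274 were changed by 2 on the log2 scale. This test recovered 128 of them (64%) in the 24 h comparison and 112 (56%) in the 48 h comparison, so a gene that is not called may still have changed. Recovery of less abundant genes was not measured. All simulated libraries shared a single profile of means, so the departure of DMSO 48 h replicate 2 from the others was not simulated. Gene coordinates are those of GENCODE release 44 on GRCh38.

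**Figure D1:**
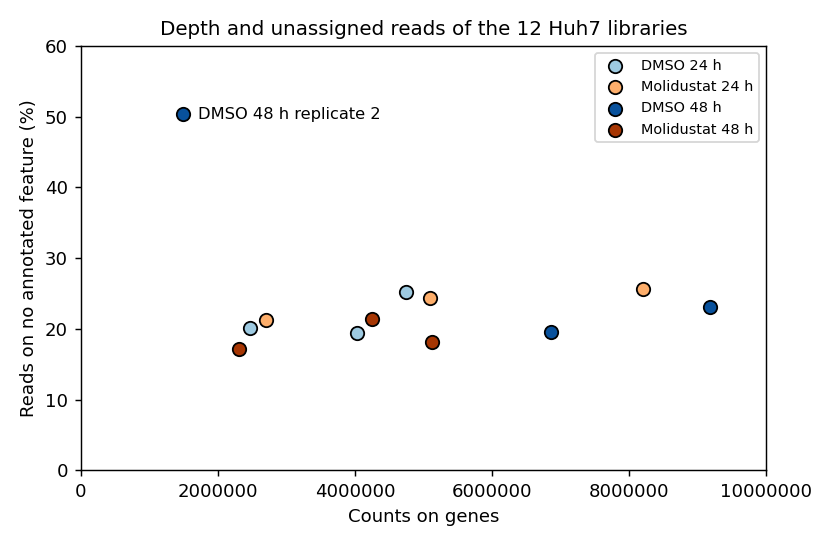
Counts on genes (horizontal axis) against the percent of listed reads that fell on no annotated feature (vertical axis), with 1 point for each of the 12 libraries, coloured by treatment and time point. DMSO 48 h replicate 2 lies apart at 50.4%, with the other 11 libraries at 17.1 to 25.6%.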

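Of the 14274 genes tested, 33 were called higher with Molidustat at 24 h and 30 at 48 h, 43 at either time point and 20 at both. No gene was called lower at 24 h (0 genes, with 217 lower at an unadjusted p under 0.05). At 48 h, 3 genes were called lower, MCC, AASS and LTV1, and 1257 were lower at an unadjusted p under 0.05. In each of these genes the 3 Molidustat libraries lay all above or all below the 3 DMSO libraries, a separation found in 12.3% of all genes tested at 24 h and 18.0% at 48 h and in 10% of genes by chance. The called genes were selected on these libraries, so chance gives no reference for them. DESeq2 on all groups called 231 genes higher at either time point, and DESeq2 without DMSO 48 h replicate 2, chosen after seeing the data, called 266, the largest count of higher genes under any setting run. EdgeR without the filter on low counts called 612 genes lower, and with DMSO 48 h replicate 1 left out as well, a combination chosen after seeing the data, 843. The counts also depended on DMSO 48 h replicate 2, which entered the shared estimate of the spread: without it, 111 genes were called higher at 24 h and 48 at 48 h, and 5 were called lower at each time point. Without DMSO 48 h replicate 1 instead, 272 genes were called lower at 48 h, and without replicate 3, 152, while leaving out any of the 3 Molidustat 48 h libraries left 0, with 868 to 1014 lower at an unadjusted p under 0.05. None was called lower at 48 h without Molidustat 24 h replicate 2 either (0 genes, 1318 at an unadjusted p under 0.05). For no gene did the interaction test on the 14274 genes find a different response at 48 h and 24 h (0 genes, the smallest adjusted p-value being 0.728 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 968 genes at an unadjusted p under 0.05), while DESeq2 on all groups found 4 genes and edgeR without the filter 321. Recovery of such a difference was not simulated, so an interaction that was not significant does not show equal responses. SPAG4 (ENSG00000061656; chromosome 20, 35615829 to 35621094) was among the most changed genes at both time points, with 129.4 ± 23.8 CPM (SD, n = 3) in Molidustat-treated cells and 5.36 ± 3.93 CPM in DMSO-treated cells at 24 h. This is a log2 fold change of 4.56 (standard error 0.45, adjusted p = 0.000204 by the same edgeR test). At 48 h its log2 fold change was 4.22 (standard error 0.44, adjusted p = 0.000846 by the same edgeR test). LGALS14 (ENSG00000006659; chromosome 19, 39704481 to 39709444) had no count in the 3 DMSO libraries at 24 h and 12.6 ± 4.36 CPM with Molidustat, which is at least 49.6-fold higher. At 48 h it rose from 0.869 ± 0.402 to 59.9 ± 24.9 CPM (n = 3). MCC (ENSG00000171444; chromosome 5, 113022106 to 113488823) had a log2 fold change of -3.61 at 48 h (standard error 0.64, adjusted p = 0.027 by edgeR's test), and of -2.06 without DMSO 48 h replicate 2. It was called in 8 of the 12 fits that each left out 1 library. AASS (ENSG00000008311; chromosome 7, 122064583 to 122144308) had a log2 fold change of -2.26 (standard error 0.43, adjusted p = 0.0415 by edgeR's test), and -1.61 without that library, and was called in 4 of these fits. LTV1 (ENSG00000135521; chromosome 6, 143843338 to 143863812), at -1.87 (standard error 0.37, adjusted p = 0.0499 by edgeR's test), was called in 2 of them, 1 of which left out DMSO 48 h replicate 2 (-2.01, adjusted p = 0.0129 by edgeR's test).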

In total, 288 genes were induced by Molidustat after either 24 or 48 h (Table S2) and 906 genes were downregulated (Table S3). Gene Set Enrichment Analysis (GSEA) showed a strong upregulation of the “hypoxia response” gene set at both timepoints (Fig. 1C and Table S4). Other induced gene sets were glycolysis, angiogenesis and epithelial-mesenchymal transition that are all biological functions associated to hypoxia response (Table S4; [47]). 

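All 43 genes called higher here are among the 288 genes of the paper's Table S2, and all 3 called lower are among the 906 of its Table S3. These tables were made from the same libraries, so the overlap is not independent evidence. Of the 287 genes of Table S2 that were tested, 270 had a positive log2 fold change at 24 h and 283 at 48 h. Across the genes of Table S2, the log2 fold changes fitted here and those the paper reports correlated at a Pearson's r of 0.997 at 24 h and at 48 h (genes are not independent replicates). With DMSO 48 h replicate 2 left out, the correlation at 48 h was 0.944. The table lists 239 genes at that time point, and in a fit without the filter on low counts 177 of them had a log2 fold change above 1 without this library, against 239 with it. For the 134 genes it lists at 24 h, that library made little difference, with 132 above 1 without it and 133 with it.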

Finally, we found that amongst all the genes induced by Molidustat, 21.5% (i.e. 62 genes) were assigned to hypoxia response either in the molecular signature database MSigDB (Hallmark Hypoxia) or in the Gene Ontology database (GO:0001666). Figure 1D highlights the main functions associated to these genes. 

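The 62 hypoxia-response genes drawn in Fig. 1D were all tested, and 60 of them had a positive log2 fold change at 24 h and 60 at 48 h, with medians of 1.72 and 1.65. With p-values adjusted over all 14274 genes, 14 were called higher at 24 h, 13 at 48 h and 19 at either time point, and DESeq2 called 52 of the 62 at either time point. Adjusted over the list alone, that is over the 62 genes of the figure, 52 of the 62 were significantly higher at 24 h and 55 at 48 h. The study chose these genes on the same samples, so the second count is not independent evidence. In 54 of the 62 genes at 24 h and 55 at 48 h, all 3 Molidustat libraries lay above all 3 DMSO libraries. Chance gives 5% in this direction for unselected genes, but these were selected on the same libraries, so this count is not independent evidence either. With DMSO 48 h replicate 2 left out, 38 of the genes were called higher at 24 h and 21 at 48 h. The stress-response gene DDIT4 (ENSG00000168209; chromosome 10, 72273919 to 72276036) rose from 15.9 ± 3.28 to 137.0 ± 51.9 CPM at 24 h (SD, n = 3). Its log2 fold change was 3.10 (standard error 0.54, adjusted p = 0.0181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By 48 h it rose from 28.4 ± 20.9 to 284.1 ± 54.2 CPM, a log2 fold change of 3.24 (standard error 0.54, adjusted p = 0.0144 by the same edgeR test). DDIT4 was called in 7 of the 12 fits that each left out 1 library at 24 h and in 9 at 48 h. LOX (ENSG00000113083; chromosome 5, 122063195 to 122078413) had log2 fold changes of 2.07 at 24 h and 2.03 at 48 h (standard errors 0.33 and 0.33, adjusted p = 0.00775 and 0.013 by the same edgeR test) and was called in 10 of these fits at each time point. The paper reasons from the upregulated hypoxia gene set in its enrichment analysis, the other induced sets tied to hypoxia and the share of hypoxia-response genes among those induced to its conclusion about this pathway.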

Altogether, these results demonstrate that Molidustat stimulates the hypoxia response pathway in Huh7 cells as expected for a PHDi.

To evaluate the role of HIF-1/2α in the transcriptional response to Molidustat, Huh7 cells were transfected with siRNA targeting HIF-1α or HIF-2α mRNA to suppress their expression. After Molidustat stimulation, BNIP3, SERPINE1, LDHA and EPO mRNA levels were quantified by RT-qPCR. The siRNAs suppressed the expression of HIF-1α or HIF-2α mRNA or both when co-transfected (Fig. 2A). HIF-1α knockdown prevented the induction of BNIP3 and LDHA mRNA by Molidustat, whereas SERPINE1 was unaffected and EPO was significantly enhanced (Fig. 2B). On the contrary, HIF-2α knockdown showed no effect on BNIP3 and LDHA, only partially impaired SERPINE1 expression, but totally suppressed the induction of EPO by Molidustat (Fig. 2B). Only the combination of HIF-1α and HIF-2α siRNAs abrogated the expression of these four genes in Molidustat-treated cells (Fig. 2B). Overall, this demonstrates that both HIF-1α and HIF-2α participate in the response of Huh7 cells to Molidustat.

**Fig. 2:**
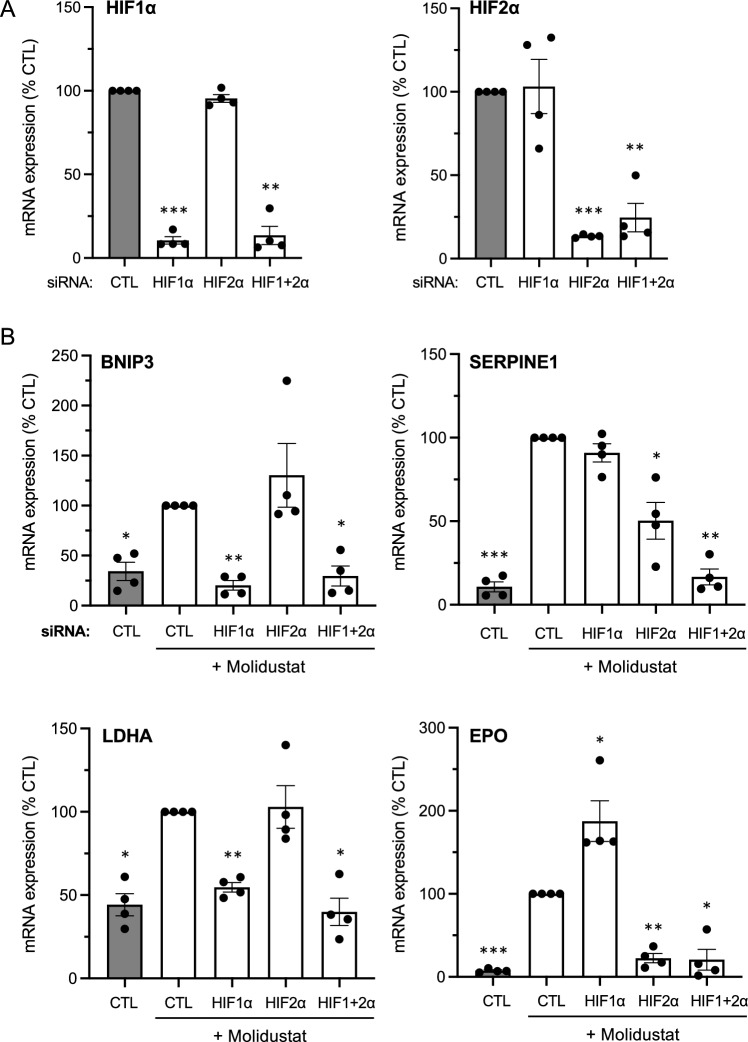
Induction of hypoxia response genes by Molidustat depends both on HIF-1α and HIF-2α. **A** Huh7 cells were transfected with control siRNA (CTL) or siRNA targeting HIF-1α, HIF-2α or both combined. After 48 h of incubation, HIF-1α and HIF-2α expression was determined by RT-qPCR using RPL13A as housekeeping gene. Data were normalized to cells transfected with control siRNA. Means ± SEM of 4 experiments. *p < 0.05, **p < 0.01, ***p < 0.001; one sample t-test using 100% as reference and Holm-Šidák correction for multiple testing. **B** Same experiment as in (**A**) but 4 h after transfection, Huh7 cells were treated with Molidustat at 25 µM. After 48 h of culture, BNIP3, SERPINE1, LDHA and EPO expression was determined by RT-qPCR using RPL13A as housekeeping gene. Means ± SEM of four experiments. Data were normalized to cells transfected with control siRNA and stimulated with Molidustat. Means ± SEM of 4 experiments. *p < 0.05, **p < 0.01, ***p < 0.001; one sample t-test using 100% as reference and Holm-Šidák correction for multiple testing

### Molidustat upregulates enzymes of the glycolytic pathway in Huh7 cells

Complementary to the transcriptomic profile described above, we analyzed by liquid chromatography-tandem mass spectrometry (LC–MS/MS) the proteome of Huh7 cells treated with Molidustat. This was performed after 48 h of stimulation to give cells sufficient time to translate upregulated transcripts and remodel their metabolic machinery. Compared to untreated cells, 43 proteins were found to be upregulated by Molidustat and 84 were downregulated (Tables S5 and S6, respectively). We first analyzed upregulated proteins and compared them to induced transcripts at 24 h and 48 h of treatment. As shown in Fig. 3A (left panel), 56% of the induced proteins also had their transcripts significantly upregulated by Molidustat, which is consistent with the induction of HIFs and their target genes. However, the partial overlap of transcriptomic and proteomic data also highlights the benefit of combining both approaches. Indeed, beyond the false-negative rate inherent to these techniques, not all upregulated transcripts are translated to proteins and conversely, proteins can be upregulated by post-translational regulation. The union of upregulated transcripts and proteins was then used to search the GO database for enriched functional annotations (Fig. 3A; right panel). Hypoxia-related terms were in the top list, and other functional annotations were also enriched including “Negative regulation of endopeptidase activity”. Of the 10 genes tagged with this term, 7 were SERPINs, i.e. extracellular serine protease inhibitors that regulate coagulation and fibrinolysis, and protect tissues from the proteases of activated immune cells. 

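Of the SERPIN transcripts named in Fig. 3A, SERPINA1, SERPINA5, SERPINA7, SERPINB1, SERPIND1 and SERPINF2 were each higher with Molidustat at 24 h and 48 h, with the 3 Molidustat libraries above the 3 DMSO libraries at each time point. By chance this holds at one time point for 5% of unselected genes, but the study chose these genes on the same libraries. With adjustment over all genes tested, these were not called at either time point. SERPINA1 (ENSG00000197249; chromosome 14, 94376747 to 94390693) had 1611 ± 451 CPM with Molidustat and 727.9 ± 34.9 CPM with DMSO at 24 h (SD, n = 3). This gave a log2 fold change of 1.15 (standard error 0.37, adjusted p = 0.475 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h its levels were 2436 ± 237 and 841.0 ± 343 CPM, and the log2 fold change was 1.53 (standard error 0.37, adjusted p = 0.135 by the same edgeR test). Without DMSO 48 h replicate 2, SERPINA1 was called at both time points, with log2 fold changes of 1.16 and 1.23 and adjusted p-values of 0.0149 and 0.0474 by edgeR's test. SERPINF2 (ENSG00000167711; chromosome 17, 1742836 to 1755265) had the smallest change of these at 24 h, 0.38 on the log2 scale (standard error 0.36).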

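NPPB (ENSG00000120937; chromosome 1, 11857464 to 11858945), which encodes a natriuretic peptide, rose from 3.52 ± 1.07 to 37.4 ± 17.0 CPM at 24 h (SD, n = 3). Its log2 fold change was 3.37 (standard error 0.54, adjusted p = 0.00775 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose at 48 h from 0.544 ± 0.62 to 31.1 ± 6.76 CPM (log2 fold change 5.39, standard error 0.64, adjusted p = 0.000941 by the same edgeR test). The 24 h call of NPPB was kept in 9 of the 12 fits that each left out 1 library. ADM (ENSG00000148926; chromosome 11, 10305073 to 10307397), which encodes adrenomedullin, was not called at either time point, with log2 fold changes of 0.67 at 24 h and 1.76 at 48 h (standard errors 0.56 and 0.58, adjusted p = 0.999 and 0.218 by the edgeR test). NTS (ENSG00000133636; chromosome 12, 85874295 to 85882992), which encodes neurotensin, was not called either, with log2 fold changes of -0.27 and 1.34 (standard errors 0.47 and 0.48, adjusted p = 0.999 and 0.238 by edgeR's test). Part of the 48 h values of ADM and NTS came from DMSO 48 h replicate 2, without which their log2 fold changes were 1.30 and 0.89. Of the 6 chemokine genes CCL20, CXCL1, CXCL5, CXCL6, CXCL8 and CXCL10, all 6 had a positive log2 fold change at both time points. CXCL8 was called at 24 h, and CXCL1 and CXCL8 at 48 h, with adjustment over all genes. Adjusted over the list alone, these 6 genes, 5 were significant at each time point, but the study chose these genes on the same samples, so this is not independent evidence. CXCL1 (ENSG00000163739; chromosome 4, 73869393 to 73871308) has close paralogs among the chemokines that could share its reads. CXCL1 rose from 4.50 ± 3.67 to 47.1 ± 9.63 CPM at 48 h (n = 3), a log2 fold change of 3.15 (standard error 0.47, adjusted p = 0.00616 by edgeR's test). At 24 h its log2 fold change was 1.74 (standard error 0.42, adjusted p = 0.16 by edgeR's test, and 0.0103 without DMSO 48 h replicate 2). The difference between the time points was not significant (adjusted p = 0.728 for the interaction by edgeR's test). CCL20 (ENSG00000115009; chromosome 2, 227805739 to 227817564) had log2 fold changes of 1.19 at 24 h and 1.18 at 48 h (standard errors 0.35 and 0.35) and was called without that library at 24 h alone (1.21, adjusted p = 0.0304 by edgeR's test). CXCL5 (ENSG00000163735; chromosome 4, 73995642 to 73998677) changed least at 24 h, with a log2 fold change of 0.53 (standard error 0.62), and at 48 h it had 1.53 (standard error 0.66, adjusted p = 0.334 by edgeR's test).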

Genes associated to the “Antimicrobial humoral immune response mediated by antimicrobial peptide” were also overrepresented, including hypotensive factors (ADM, NPPB, NTS) and chemokines (CCL20, CXCL1, 5, 6, 8, 10). Altogether, this reflects the connections of the hypoxia pathway with the regulation of blood flow (coagulation, blood pressure) and the inflammatory response (chemokines). At the top of the list, the most enriched GO term was the glycolytic process with 14 genes associated to glycolysis induced by Molidustat, in line with previous reports showing that hypoxia induces genes encoding glycolytic enzymes [5].

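A set of 22 glycolytic enzymes, listed by name before the data were examined, had 15 members that passed the filter on low counts. The list was made to follow the paper's statement on glycolysis, which rests in part on these same libraries, so the test is not independent evidence. At 24 h, 14 of the 15 were higher with Molidustat, with a median log2 fold change of 1.61. The set stood above the other genes with an adjusted p of 2.42e-20 by limma's camera, with its preset correlation between genes of 0.01, two-sided and adjusted by Benjamini-Hochberg over all sets and time points. At 48 h, 12 of the 15 were higher, with a median of 1.42 (adjusted p = 1.87e-09 by limma's camera). The alternative that moved this most was camera with the correlation estimated from the data, which gave adjusted p-values of 0.00491 and 0.0305. Both glycolytic calls also held under limma's rotation test fry (adjusted p = 9.31e-05 and 0.000368). With DMSO 48 h replicate 2 left out, the median at 48 h was 1.08 over the 16 members then tested. ENO2 had no count in the DMSO libraries at 24 h, so its fitted fold change is not a bound, but it lies above the median of the set also at its lower bound of 23.6-fold.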

**Fig. 3:**
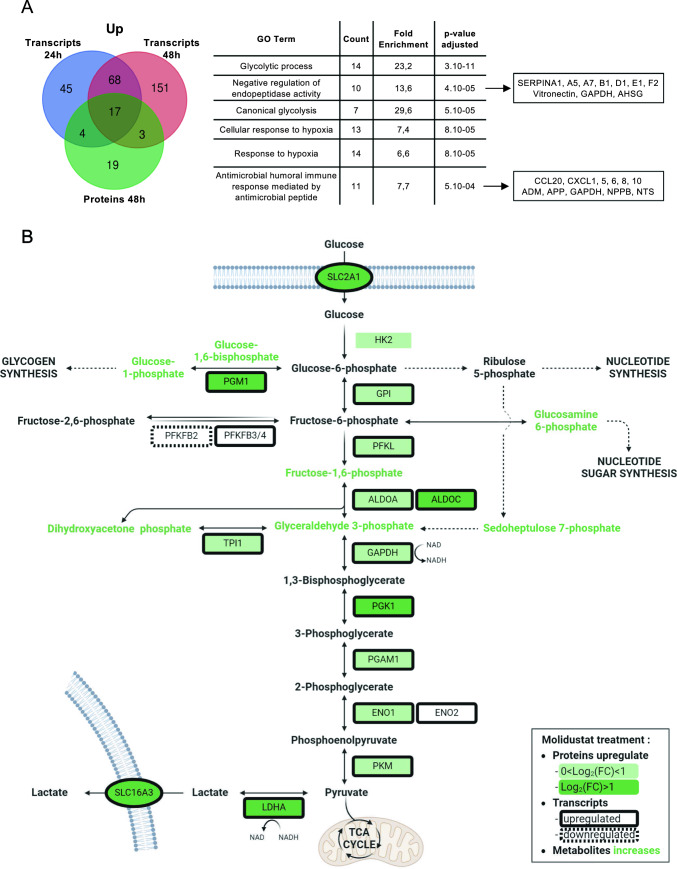
Molidustat upregulates the expression of glycolytic enzymes in Huh7 cells. **A** Venn diagram showing upregulated transcripts at either 24 h or 48 h of stimulation with Molidustat (Log_2_(FC) > 1; p < 0.05), and proteins upregulated by Molidustat after 48 h of culture (Log_2_(FC) > 1; p < 0.05). The right panel shows GO terms that are enriched in the gene set corresponding to the union of upregulated transcripts and proteins. **B** Glycolysis pathway showing proteins upregulated by Molidustat treatment (light green for 0 < Log_2_(FC) < 1 and dark green for Log_2_(FC) > 1; p < 0.05). Black frames indicate transcripts that are upregulated after 24 or 48 h of Molidustat treatment (Log_2_(FC) > 1 and p < 0.05). Black dashed frames indicate transcripts that are downregulated (Log_2_(FC) < − 1 and p < 0.05). Displayed enzyme were associated to GO “Glycolytic process” and “fructose metabolic process”. Glucose transporter SLC2A1 (GLUT1) and lactate transporter SLC16A3 (MCT4) which are upregulated at transcriptional and protein levels were also added on the figure. Metabolites whose concentration increased in Molidustat-treated Huh7 cells are highlighted in green (p < 0.05; See Supplementary Fig. 2 for details). Created with BioRender.com

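Of the 19 glycolysis genes drawn in Fig. 3B, 18 had a positive log2 fold change at 24 h and 17 at 48 h. With adjustment over all genes, 7 were called higher at 24 h (ALDOC, LDHA, PFKFB4, PGK1, PGM1, SLC16A3 and SLC2A1) and 4 at 48 h (PFKFB4, PGK1, PGM1 and SLC16A3). DESeq2 called 16 of the 19 higher at either time point and PFKFB2 lower at 48 h, and without DMSO 48 h replicate 2 edgeR called 17 at 24 h and 8 at 48 h. Adjusted over the list alone, which the study chose on these samples, 18 were significantly higher at 24 h and 16 at 48 h, with PFKFB2 significantly lower at 48 h. PGK1 (ENSG00000102144; chromosome X, 77910739 to 78129295) rose from 73.7 ± 1.59 to 513.1 ± 181 CPM at 24 h (SD, n = 3). This gave a log2 fold change of 2.80 (standard error 0.36, adjusted p = 0.00112 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h it rose from 119.0 ± 40.7 to 468.3 ± 63.4 CPM, a log2 fold change of 1.99 (standard error 0.35, adjusted p = 0.0235 by the same edgeR test). PFKFB4 (ENSG00000114268; chromosome 3, 48517684 to 48562015) had log2 fold changes of 4.16 and 3.24 (standard errors 0.63 and 0.59, adjusted p = 0.00528 and 0.0325 by the same edgeR test). PGM1 (ENSG00000079739; chromosome 1, 63593411 to 63660245) had log2 fold changes of 2.40 and 1.84 (standard errors 0.34 and 0.33, adjusted p = 0.00298 and 0.0275 by the edgeR test). Of the 12 fits that each left out 1 library, PGK1 was called at 48 h in 9, PFKFB4 in 6 and PGM1 in 7, and all 3 genes were called at 24 h in all 12. ALDOC (ENSG00000109107; chromosome 17, 28573115 to 28576948) had 4.50 at 24 h and 2.82 at 48 h (standard errors 0.69 and 0.62, adjusted p = 0.00576 and 0.0913 by edgeR's test). Its 48 h value without DMSO 48 h replicate 2 was 3.11 (adjusted p = 0.0225 by edgeR's test). SLC2A1 (ENSG00000117394; chromosome 1, 42925353 to 42958893) had 1.98 and 1.65 (standard errors 0.36 and 0.36, adjusted p = 0.0226 and 0.0891 by edgeR's test), and was called at 24 h in 6 of these fits. For neither ALDOC nor SLC2A1 did the response differ significantly between the time points (interaction adjusted p = 0.782 and 0.934 by edgeR's test). GPI (ENSG00000105220; chromosome 19, 34359480 to 34402413) changed direction with 1 library: its log2 fold change at 48 h was -0.88 (standard error 0.68) with all libraries and 0.91 (standard error 0.39) without DMSO 48 h replicate 2. PFKFB2 (ENSG00000123836; chromosome 1, 207034366 to 207081024) rested on few counts, 15 with Molidustat and 104 with DMSO at 48 h, with a log2 fold change of -3.85 (standard error 1.38, adjusted p = 0.241 by edgeR's test) and of -1.97 without that library.

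**Figure D2:**
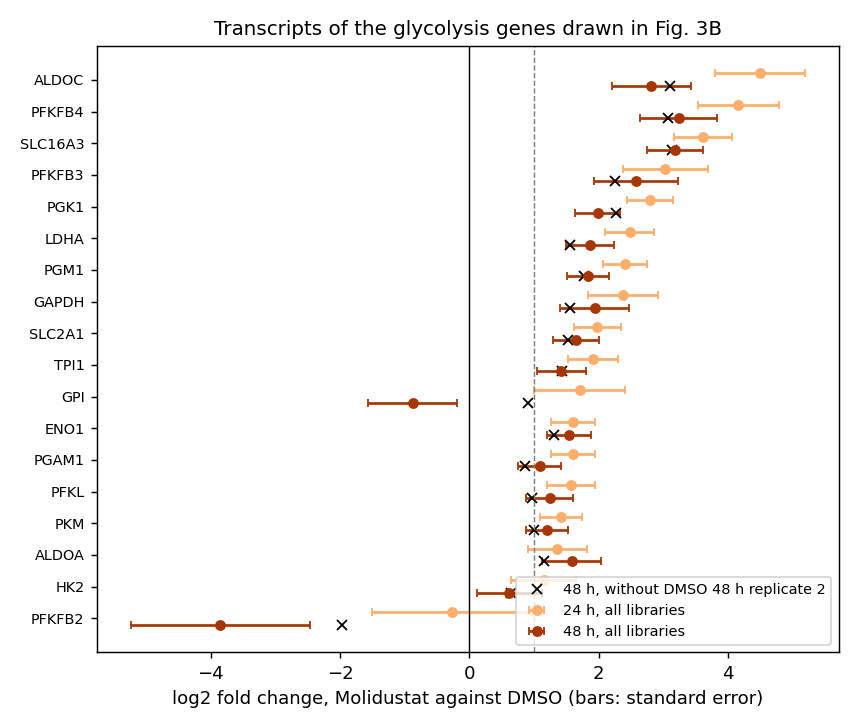
Log2 fold change of Molidustat against DMSO (horizontal axis) for the glycolysis genes of Fig. 3B at 24 h (light points) and 48 h (dark points), with standard errors as bars (n = 3 per group) and, as crosses, the 48 h values without DMSO 48 h replicate 2. The dashed line marks a log2 fold change of 1. ENO2, with at most 1 count in the DMSO libraries of a time point, is not drawn. At 48 h, GPI moves from -0.88 to 0.91 when that library is left out.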

As depicted in Fig. 3B, many enzymes involved in glycolysis were induced according to transcriptional data (black frames). Proteomic data confirmed this induction with most of the glycolytic enzymes being significantly upregulated at protein level (green boxes), with some of them being increased by at least twofold (SLC2A1, PGM1, ALDOC, PGK1) (dark green boxes). 

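The HK2 transcript (ENSG00000159399; chromosome 2, 74834127 to 74893359) had 28.3 ± 11.0 CPM with Molidustat and 12.9 ± 7.26 CPM with DMSO at 24 h (SD, n = 3), from 514 and 140 counts. Its log2 fold change was 1.15 (standard error 0.50, adjusted p = 0.885 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h the levels were 27.3 ± 13.1 and 17.9 ± 3.52 CPM, with a log2 fold change of 0.62 (standard error 0.50, adjusted p = 0.661 by the same edgeR test). At both time points the ranges of the 2 treatments overlapped, and HK2 was not called in any of the 12 fits that each left out 1 library. Over these fits, the log2 fold change ran from 0.78 to 1.59 at 24 h and from 0.16 to 0.83 at 48 h.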

HK2, the first rate-limiting enzyme of glycolysis that phosphorylates glucose, was also induced at protein level (Log_2_(FC) = 0.81; p = 0.00026), although the upregulation of the transcripts was not statistically significant. Altogether, this shows that Molidustat stimulates the expression of enzymes involved in glycolysis. Moreover, the expression of both lactate synthesis enzyme (LDHA) and transporter (SLC16A3) were also strongly increased. 

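LDHA (ENSG00000134333; chromosome 11, 18394560 to 18408425) was counted at 1362 ± 368 CPM with Molidustat and 244.5 ± 5.49 CPM with DMSO at 24 h (SD, n = 3). This is a log2 fold change of 2.48 (standard error 0.38, adjusted p = 0.00576 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had at 48 h 1451 ± 294 and 397.7 ± 159 CPM, a log2 fold change of 1.86 (standard error 0.37, adjusted p = 0.061 by the same edgeR test), and all 3 Molidustat libraries lay above all 3 DMSO libraries. Without DMSO 48 h replicate 2 the value at 48 h was 1.55 and passed the threshold (adjusted p = 0.012 by the edgeR test). The interaction between treatment and time was not significant (adjusted p = 0.868 by edgeR's test), and the call at 24 h was kept in 9 of the 12 fits that each left out 1 library. SLC16A3 (ENSG00000141526; chromosome 17, 82217934 to 82261129) rose from 3.50 ± 1.87 to 41.5 ± 11.1 CPM at 24 h (n = 3), a log2 fold change of 3.62 (standard error 0.45, adjusted p = 0.00102 by edgeR's test). By 48 h it rose from 6.85 ± 1.25 to 63.0 ± 10.1 CPM (log2 fold change 3.19, standard error 0.43, adjusted p = 0.00246 by edgeR's test). SLC16A3 was called at both time points in all 12 fits that each left out 1 library.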

The transcriptomic and proteomic profiling was complemented by untargeted metabolomic analysis of Molidustat-treated *vs* untreated cells (Supplementary Fig. 2A). Pathway enrichment analysis of the list of differentially expressed metabolites with MetaboAnalyst showed an association with glycolysis, gluconeogenesis, the pentose phosphate pathway and the Warburg effect (Supplementary Fig. 2B). More specifically, Molidustat increased intracellular levels of metabolites that are upstream of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) in the glycolytic pathway (Supplementary Fig. 2A and Fig. 3B). Metabolites involved in glycogenesis, the pentose phosphate and the nucleotide sugar pathways were also increased, while intracellular levels of pyruvate or lactate were stable (Supplementary Fig. 2C). These results show an overall induction of glycolytic enzymes by Molidustat with differential effects on metabolites depending on whether they are either upstream or downstream of GAPDH, suggesting the presence of a bottleneck at this level.

### Remodeling of the mitochondrial network and decreased activity of the respiratory chain

We then analyzed downregulated proteins and compared them to downregulated transcripts. In total, 984 factors were downregulated at transcriptional or protein level (Fig. 4A; left panel). Functional annotation analysis showed an enrichment for factors involved in chromatin remodeling, transcription and mitochondrial respiratory chain (Fig. 4A; right panel). 

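The genes of the paper's Table S3 were followed at 48 h, the time point at which it lists 893 of the 906 (14 are listed at 24 h). Of the 904 that passed the filter on low counts, 901 had a negative log2 fold change at 48 h, with a median of -1.73, and 3 were significant by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across these genes the fitted log2 fold changes and those of the table correlated at a Pearson's r of 0.994 (genes are not independent replicates). In a fit without the filter, which keeps all 893 genes, 851 had a log2 fold change beyond 1 in the lower direction (median -1.68). Without DMSO 48 h replicate 2 this number was 144, the median -0.46, and 92 genes had a positive value. With DMSO 48 h replicate 1 left out it was 887, without replicate 3 it was 888, and without each of the Molidustat 48 h libraries it lay between 812 and 855. The number of the 893 that were also significant in the fit without the filter was 560 with all libraries and 24 without DMSO 48 h replicate 2. With the filter, the correlation with the table's values fell to 0.618 without that library.

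**Figure D3:**
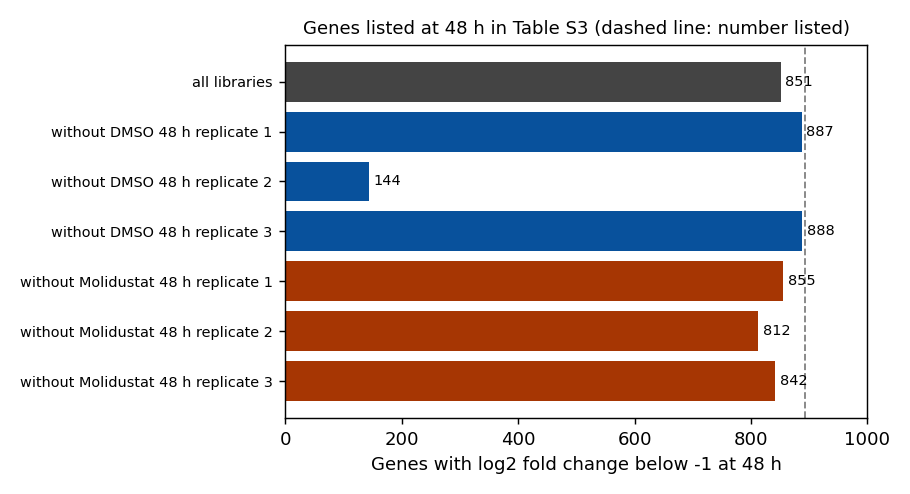
Number of the 893 genes listed at 48 h in Table S3 (dashed line) whose log2 fold change at 48 h lies below -1 (horizontal axis), fitted without a filter on low counts with all libraries (grey) and with each DMSO (blue) or Molidustat (brown) 48 h library left out. The number is 144 without DMSO 48 h replicate 2 and 812 to 888 without any of the other 5.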

Quite surprisingly, only 0.7% of the 906 transcripts whose expression was suppressed by Molidustat matched downregulated proteins (Fig. 4A; left panel). 

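By the gene types listed with the deposited counts, 793 of the 906 genes of Table S3 are protein-coding and 113 (12.5%) are not. Of these 113, 91 are lncRNAs (10.0% of the 906), 14 are pseudogenes, 5 belong to a class of transcripts that await an experimental test and 3 are of another type. The counts of a pseudogene or an antisense lncRNA can hold reads of its parent or of the gene on the other strand, as the strand setting of the counting is not named in the paper's text. In Table S2, for comparison, 269 of the 288 genes are protein-coding, 8 are lncRNAs and 11 are pseudogenes.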

The fact that 10% of these transcripts are non-coding RNA contributes to this low overlap with protein expression. For the rest, proteins are probably stable enough to have their expression maintained, at least for 48 h, while the corresponding transcripts are down-regulated. Figure 4B (upper panel) shows this decorrelation with more details. Up and down regulated proteins appear in green when their corresponding transcripts are also up or down-regulated, respectively. While most up-regulated proteins match up-regulated transcripts, it is not the case for down-regulated proteins since 78 proteins are downregulated without a specific regulation at transcriptional level. These proteins are thus suppressed independently of transcriptional regulation, suggesting that Molidustat activates another mechanism leading to their degradation.

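Of 32 upregulated proteins named in Fig. 4B, 31 had a transcript that was tested, since KRT16 had no count in any library. All 31 had a positive log2 fold change at 24 h (median 1.75) and 28 at 48 h (median 1.58). With adjustment over all genes, 9 were called higher at 24 h and 7 at 48 h, 11 at either time point, against 20 by DESeq2. Adjusted over the list alone, that is over these 31 genes, many of which the study chose on these samples, 23 and 21 were significant, which is not independent evidence. In 23 of the 31 at 24 h and 23 at 48 h all 3 Molidustat libraries lay above all 3 DMSO libraries, where chance gives 5% in this direction for unselected genes, which many of these are not. With DMSO 48 h replicate 2 left out, 20 were called at 24 h and 12 at 48 h. Of 24 downregulated proteins named there, 23 had a transcript that was tested, with a median log2 fold change of -0.21 at 24 h and -0.32 at 48 h. None of the 23 was called lower at 24 h (0 genes, and 0 at an unadjusted p under 0.05). At 48 h, 1 of them, LTV1, was called lower, and 7 had an unadjusted p under 0.05 in either direction. Adjusted over the list alone, the 23 genes, 6 were significant at 48 h, and DESeq2 called 5 lower. The transcripts of OGT (ENSG00000147162), ALDH6A1 (ENSG00000119711), GNL3L (ENSG00000130119) and MAK16 (ENSG00000198042) had the lowest log2 fold changes of the 23 at 48 h with all libraries, -2.40, -2.28, -2.22 and -2.15, and -0.31, -0.58, -0.53 and -0.67 without DMSO 48 h replicate 2. The median of all 23 did not move toward 0 and was -0.41 without that library.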

**Fig. 4:**
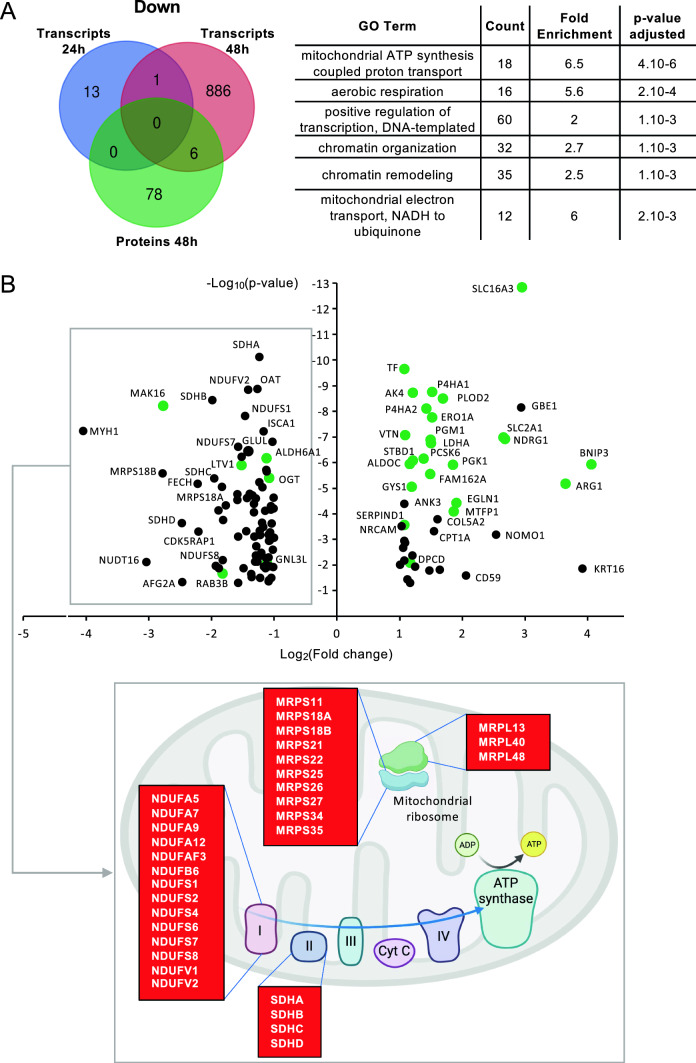
Molidustat treatment downregulates the expression of mitochondrial enzymes. **A** Venn diagram showing downregulated transcripts at either 24 h or 48 h of stimulation with Molidustat (Log_2_(FC) < − 1; p < 0.05), and proteins downregulated by Molidustat after 48 h of culture (Log_2_(FC) < − 1; p < 0.05). The right panel shows GO terms that are enriched in the gene set corresponding to the union of downregulated transcripts and proteins. **B** Dot plot showing proteins that are down or upregulated by Molidustat treatment (Log_2_(FC) < − 1 or > 1; p < 0.05). Matching transcripts that are also down or upregulated at either 24 or 48 h of treatment (Log_2_(FC) < − 1 or > 1; p < 0.05) are highlighted in green. The lower panel shows downregulated proteins of the mitochondrial ribosome and respiratory chain (Log_2_(FC) < − 1; p < 0.05). Created with BioRender.com

We thus analyzed downregulated transcripts and proteins separately for enriched functional annotations. Although downregulated transcripts were enriched for chromatin remodeling and transcriptional regulation, downregulated proteins were enriched for proteins involved in mitochondrial respiration and translation (Supplementary Fig. 3). Multiple components of the mitochondrial ribosome as well as subunits of Complex I and II of the respiratory chain were downregulated (Fig. 4B). When loosening our criteria for downregulated proteins (Log_2_(FC) < 0; p < 0.05), it appeared that several enzymes of the TCA cycle and all four complexes of the respiratory chain were also affected (Supplementary Fig. 4A). This was associated with the cleavage of VDAC (voltage-dependent anion channel) which was previously linked to cellular response to hypoxia and resistance to apoptosis (Supplementary Fig. 4B; [48]). These results show that Molidustat has a strong impact on the expression of mitochondrial components. The downregulation of mitochondrial proteins was associated to morphological changes as assessed by fluorescence microscopy (Fig. 5A). Indeed, the number of mitochondria per cell increased while the mean volume of mitochondria decreased (Fig. 5B). Besides, the mean number of branches per mitochondria decreased in Molidustat-treated cells (Fig. 5B). This demonstrates that the mitochondrial network was fragmented as previously described in HCC cells under hypoxia [49]. However, the total volume of mitochondria was unchanged (Fig. 5B). This led us to further investigate mitochondrial functions in Molidustat-treated cells.

**Fig. 5:**
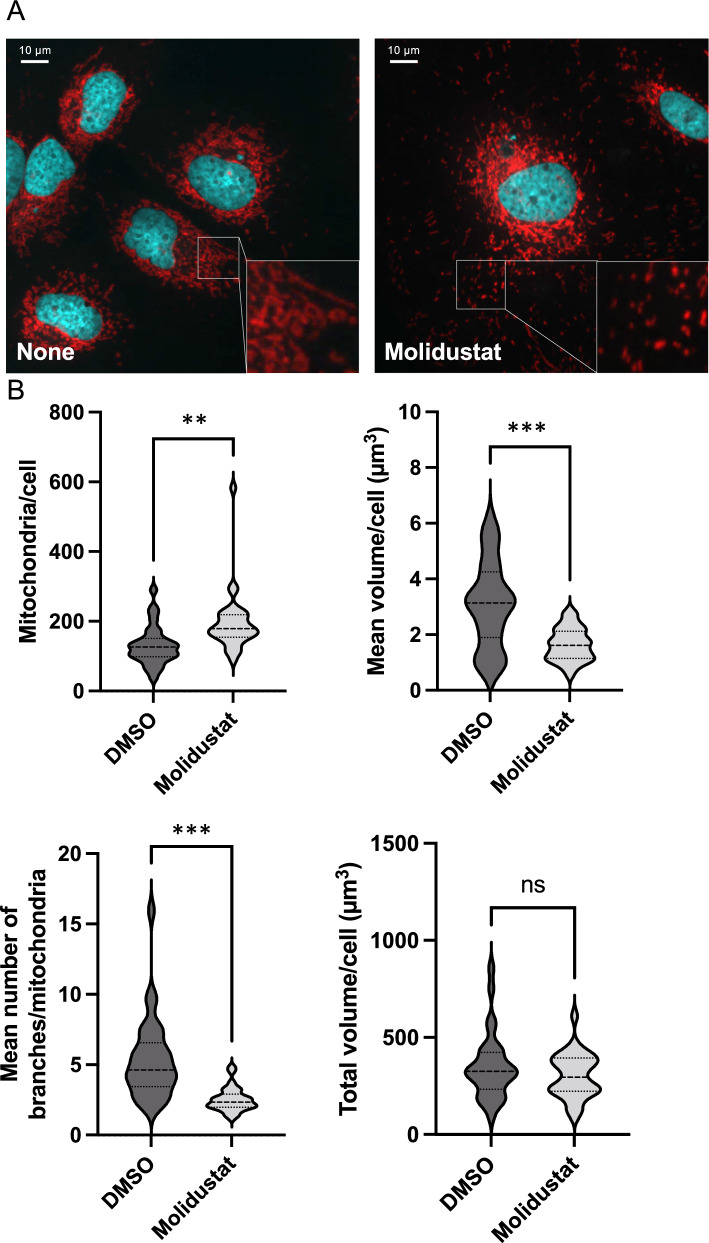
Mitochondrial network is remodeled by Molidustat treatment. **A** Huh7 cells were treated with Molidustat (25 µM) or DMSO alone for 48 h. Mitochondria (red) and nuclei (cyan) were stained with MitoTracker Red and Hoechst, respectively. Representative Z-stack projections of Huh7 cells obtained by fluorescence microscopy (× 40). **B** Analysis of the mitochondrial network. A total of 30 cells were analyzed to determine the number of mitochondria per cell, the mean volume of mitochondria per cell, the mean number of branches and the total volume of mitochondria per cell. **p < 0.01, ***p < 0.001; unpaired t-test

To visualize the effect of Molidustat on individual subunits of Complex I to IV of the respiratory chain, changes in their expression were determined from proteomics data and plotted on the same graph (Fig. 6A). Complexes I and II were more affected than Complexes III, IV and V. To evaluate directly the effect of Molidustat on mitochondrial respiration, we measured the oxygen consumption rate (OCR) of cells treated or not with Molidustat for 48 h (Fig. 6B and C). Basal and maximal respiration as well as the mitochondrial ATP production capacity were significantly decreased (Fig. 6C). Overall, this shows that in line with the downregulation of mitochondrial enzymes of the respiratory chain, mitochondrial respiration is reduced upon Molidustat treatment.

**Fig. 6:**
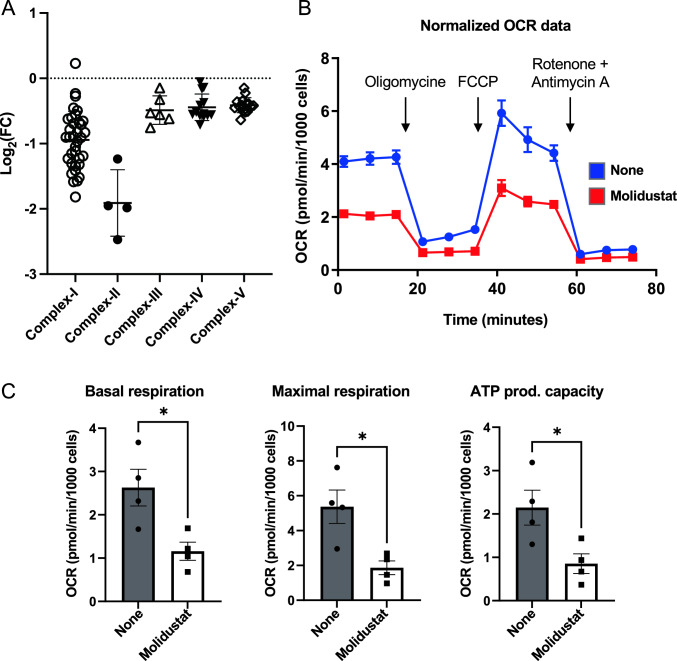
Molidustat inhibits mitochondrial respiration. **A** Effect of Molidustat on the expression of individual subunits of Complex I to IV of the respiratory chain as determined by proteomics analysis. Each dot corresponds to a different subunit of each complex. **B**, **C** Huh7 cells were treated for 24 h with Molidustat (25 µM) or DMSO alone (None). Oxygen consumption rate (OCR) were determined with a Seahorse analyzer. **B** Monitoring for one experiment. **C** Mitochondrial basal and maximal respiration, ATP production and basal acidification rate were determined from 4 independent experiments. Mean ± SEM; *p < 0.05; paired t-test

### Molidustat inhibits cellular proliferation without affecting viability

The metabolic reprogramming described above led us to analyze the consequences of Molidustat treatment on cell proliferation and viability. Huh7 cells were cultured for 24, 48 or 72 h with or without Molidustat. Cell growth and viability were then determined by cell counting and trypan blue exclusion. Molidustat inhibited cellular proliferation but did not induce cell death (Fig. 7A and B). The absence of cellular toxicity was confirmed by measuring changes in membrane integrity using CellTox Green, a cyanine dye that is excluded from living cells but stains the DNA of dead cells (Supplementary Fig. 5). Indeed, Molidustat did not increase the CellTox Green signal in Huh7 cells treated for 24, 48 or 72 h with this drug. To confirm the effect of Molidustat on proliferation, we monitored cell growth with the xCELLigence Real-Time Cell Analysis (RTCA) system. In this assay, cells are grown in microplates with gold electrodes embedded at the bottom of the wells to determine the density of adherent cells by impedance. Molidustat-treated cells still proliferate but slowly compared to untreated cells (Fig. 7C). Finally, ATP level in cells, which is used as an indicator of metabolic activity, decreased in Molidustat-treated cultures in proportion to the reduced proliferation observed by counting cells or by RTCA (Fig. 7D). Overall, this shows that Molidustat reduces cell proliferation but does not stop it. These results suggest that despite significant remodeling of the mitochondrial network, cellular respiration in Molidustat-treated cell remains sufficient to support metabolic functions essential for cell survival and proliferation. This notably includes the de novo biosynthesis of pyrimidines which is necessary for DNA replication when extracellular sources of pyrimidines are insufficient. Indeed, a key role of cellular respiration is to support the activity of dihydroorotate dehydrogenase (DHODH) which catalyzes the fourth rate-limiting step of the de novo pyrimidine biosynthesis pathway [1, 2]. This mitochondrial enzyme converts DHO to orotate by using ubiquinone (CoQ_10_) as cofactor (Fig. 8A). This produces ubiquinol (CoQ_10_H_2_), as do Complexes I and II of the respiratory chain and other mitochondrial dehydrogenases (GPD2, ETFHD, etc.; [50]). Complex III and the downstream part of the respiratory chain is thus required to re-oxidize CoQ_10_H_2_ back to CoQ_10_ and to maintain DHODH activity. We therefore analyzed the activity of DHODH in Molidustat-treated Huh7 cells.

**Fig. 7:**
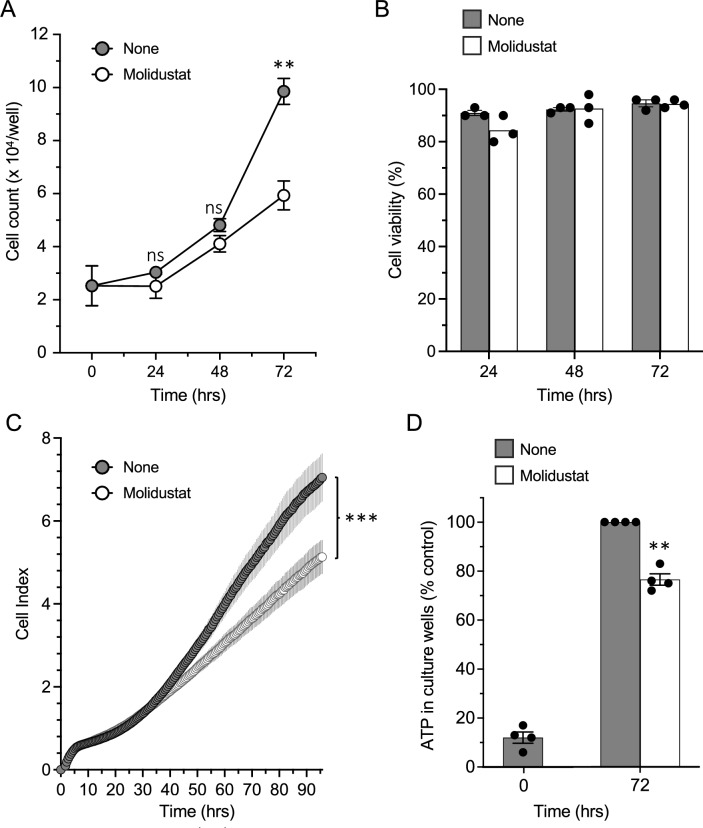
Molidustat inhibits the proliferation of Huh7 cells. **A**, **B** Huh7 cells were cultured with Molidustat (25 µM) or control DMSO (None) for 24, 48 or 72 h. The number of viable cells (**A**) and percentage of viability (**B**) were determined at indicated timepoints by automated counting and trypan blue exclusion. Means ± SEM of one experiment in triplicate. **p < 0.01; two-way ANOVA with post-hoc test and Šidák correction for multiple testing. **C** Huh7 cells were cultured with Molidustat (25 µM) or control DMSO (None) and cell proliferation was determined by impedance measurement every 15 min from t = 0 h to 96 h. Means ± SEM of six experiments in duplicate. Area under the curves (AUC ± SE) were calculated and compared by unpaired t-test. ***p < 0.001. (D) Huh7 cells were treated with Molidustat (25 µM) or control DMSO (None). ATP level in culture wells were determined at t = 0 h and after 72 h of culture. Data were normalized to untreated control (None). Means ± SEM of 4 experiments in triplicate. **p < 0.01; One sample t-test with 100% as reference

**Fig. 8:**
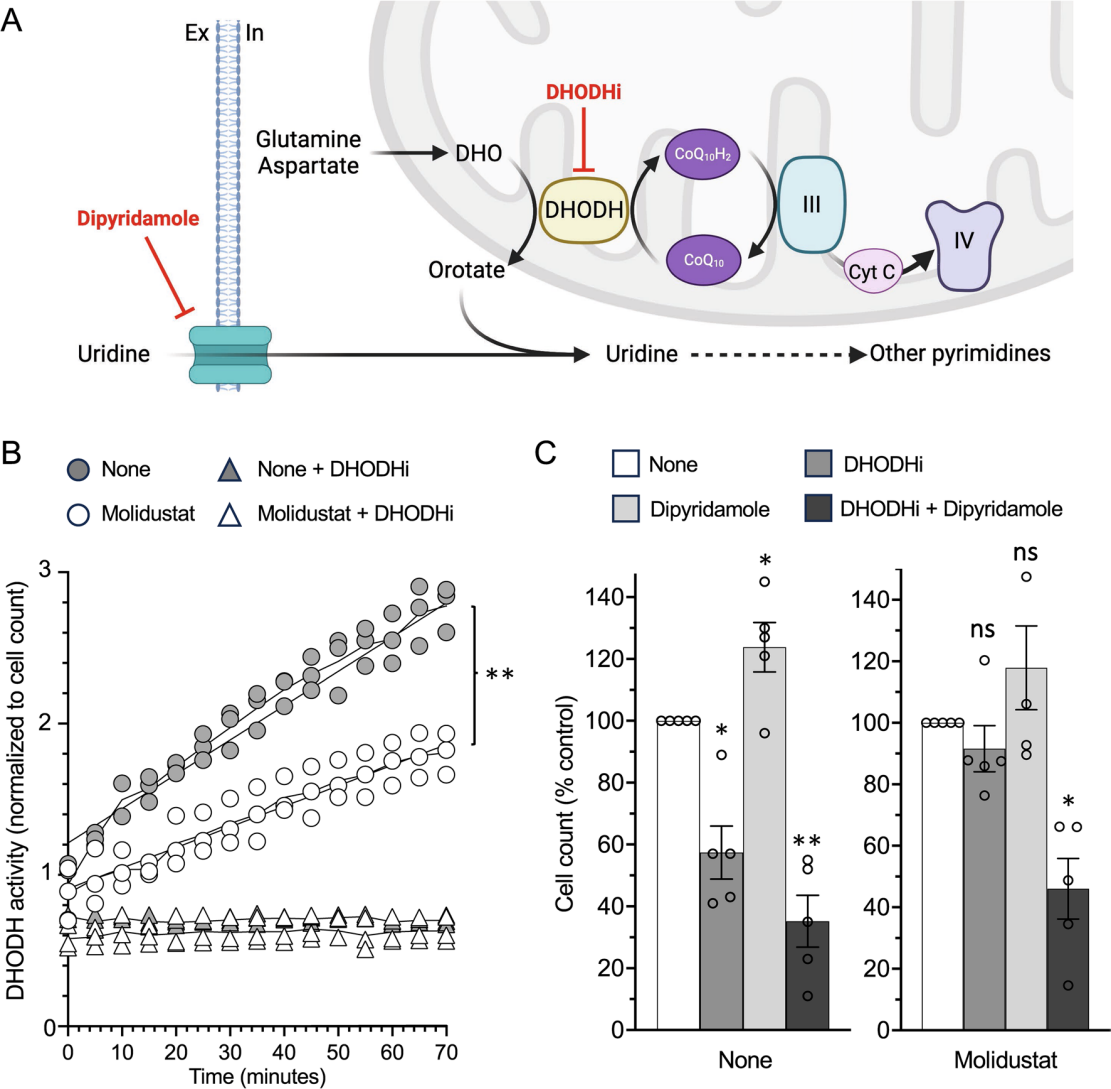
Molidustat-treated cells can use either uridine salvage or de novo biosynthesis to fulfill their needs in pyrimidines. **A** Schematic showing that uridine comes from extracellular import and de novo biosynthesis which involves DHODH, a mitochondrial enzyme coupled to the respiratory chain. Dipyridamole and DHODHi inhibit uridine uptake and the de novo biosynthesis pathway, respectively. Created with BioRender.com. **B** Huh7 cells were treated for 48 h with DMSO alone (None; grey circles) or Molidustat (25 µM; opened circles). Cells were harvested, and DHODH activity in corresponding protein lysates was determined. To control assay specificity, the DHODH inhibitor IPPA17-A04 was added to protein lysates at 2 µM. Means ± SEM of 3 experiments. ***p < 0.001; Simple linear regression with slope comparison. **C** Huh7 cells were treated with DMSO alone (None), DHODH inhibitor IPPA17-A04 (1 µM) or Dipyridamole (2 µM) in the absence or presence of Molidustat (25 µM). After 72 h, cell counts were determined by Hoechst staining and quantification of the fluorescence signal. Data were normalized to untreated control (None) without (left panel) or with Molidustat (right panel). Means ± SEM of 5 experiments in triplicate. *p < 0.05, **p < 0.01; One sample t-test using 100% as reference and Holm-Šidák correction for multiple testing

### Molidustat-treated cells have increased flexibility in their uridine supply source

First, we compared the metabolome of cells treated with either Molidustat or pharmacological inhibitors of DHODH (DHODHi) like IPPA17-A04 [51] or BAY-2402234 [52]. In Huh7 cells, DHODHi treatment led to a major decrease in pyrimidine levels (UDP, CTP, CDP, uridine) and increased concentration of precursors such as carbamoyl-aspartate and DHO (Supplementary Fig. 6). This was not the case in Molidustat-treated Huh7 cells in which, of all pyrimidines, only 2′-deoxycytidine level decreased. Besides, DHO did not accumulate but decreased in these cells (Supplementary Fig. 2). Altogether, this suggests that DHODH is still functional in these cells. To explore more directly DHODH activity in Molidustat-treated Huh7 cells, cellular lysates containing mitochondria were incubated with DHO and decylubiquinone as substrate and cofactor, respectively [40]. Orotate synthesis was then measured every 5 min for 70 min. As shown in Fig. 8B, DHODH activity was significantly reduced in lysates of Molidustat-treated cells compared to untreated cells but maintained at an intermediate level, while DHODH activity was completely abolished by the addition of a DHODHi (IPPA17-A04). This shows that upon Molidustat treatment, DHODH enzyme was still able to catalyze the fourth rate-limiting step of de novo pyrimidine biosynthesis.

We then compared the dependence of Huh7 cells on this metabolic pathway for their proliferation when treated or not with Molidustat. Huh7 cells were grown for 72 h with or without Molidustat in the presence of IPPA17-A04 as DHODHi and/or dipyridamole (DPD), a nucleoside transport inhibitor preventing uridine uptake from the extracellular compartment for the pyrimidine salvage pathway (Fig. 8A). In the absence of Molidustat, DHODH inhibition reduced cell count by 40%, whereas DPD alone had no inhibitory effect (Fig. 8C; left panel). When DHODHi and DPD were combined, the cell count was further reduced by 65% compared to untreated cells. Overall, this shows that the de novo pyrimidine biosynthesis pathway contributes to the proliferation of Huh7 cells, with a maximal inhibitory effect observed only when DHODHi and DPD are combined to block all sources of uridine. In the presence of Molidustat, cellular proliferation was reduced as described in Fig. 7. However, neither DHODHi nor DPD addition was able to further reduce the proliferation of Molidustat-treated cells (Fig. 8C; right panel). Only the combination of these two inhibitors inhibited the proliferation of Molidustat-treated cells. Therefore, in the presence of Molidustat, Huh7 cells fully satisfy their needs in pyrimidines by using either the de novo synthesis pathway or uridine uptake. Finally, the addition of uridine at high concentrations in the culture medium did not revert the inhibitory effect of Molidustat on cell growth, confirming that the limited proliferation of Molidustat treated cells is not due to a lack of pyrimidines (data not shown). Overall, this shows that DHODH is still active in Huh7 cells treated with Molidustat. It also demonstrates that at the expense of slower proliferation, Molidustat-treated cells have greater flexibility in their uridine supply source.

### Molidustat activates pyruvate metabolism to overcome Complex III inhibition by antimycin

In addition to ATP synthesis by oxidative phosphorylation (OXPHOS) and the re-oxidation of CoQ_10_H_2_ back to CoQ_10_, mitochondrial respiration is also essential to maintain the NAD^+^ /NADH ratio which is essential for the metabolic activity of many pathways. In particular, NAD^+^ is used by the malate dehydrogenase (MDH1)/aspartate aminotransferase (GOT1) pathway to produce aspartate which is required for the biosynthesis of purines and pyrimidines and for maintaining cellular proliferation [3, 4]. To test the dependence of Molidustat-treated cells on mitochondrial respiration for their proliferation, cells were cultured for 72 h with combinations of Molidustat and/or Complex III inhibitor antimycin. The number of cells was determined by nuclei staining with Hoechst before measuring fluorescence signal (Fig. 9A; left panel) while their metabolic activity was monitored by measuring ATP level (Fig. 9B; left panel). Antimycin drastically decreased the number of cells and ATP level, providing evidence that cellular proliferation and/or viability were strongly impaired. Interestingly, Molidustat slightly attenuated the effect of antimycin on ATP level and cell numbers although without reaching statistical significance, suggesting some benefit on cell survival and/or proliferation (Fig. 9A, B; left panels). Nevertheless, Complex III activity is essential for the proliferation of Huh7 cells treated or not with Molidustat. This demonstrates that despite the induction of the hypoxia response pathway, the residual mitochondrial respiration detected in these cells is paramount for maintaining cell proliferation.

**Fig. 9:**
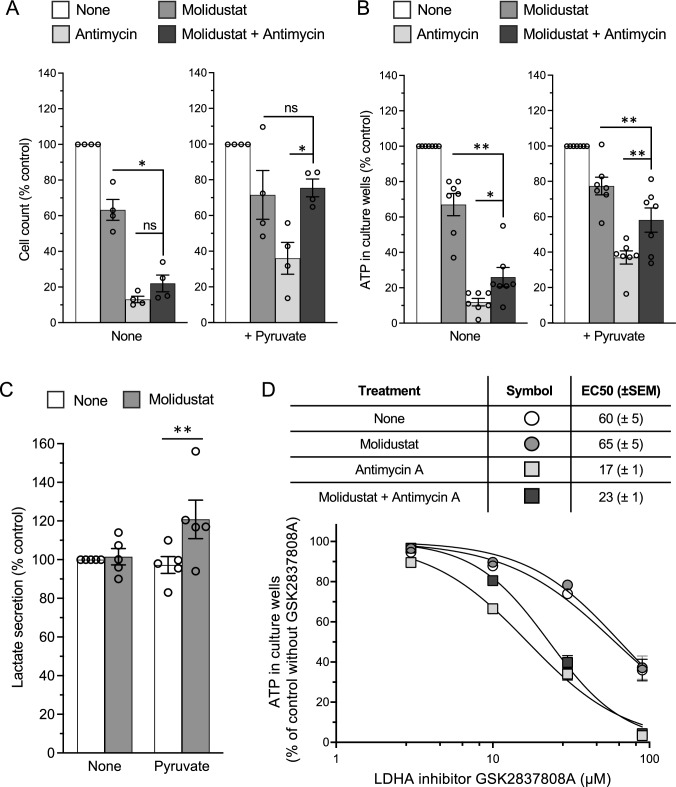
Proliferation of Huh7 cells is inhibited by Complex III inhibitor antimycin, but is restored in the presence of pyruvate and Molidustat. **A**, **B** Huh7 cells were treated with DMSO alone, Molidustat (25 µM) and antimycin (1 µM) in the absence or presence of pyruvate (1 mM). After 72 h, cell counts were determined by Hoechst staining and quantification of the fluorescence signal (**A**) and ATP level in culture wells that reflects the number of viable cells was measured (**B**). Data were normalized to untreated control (None) without (left panels) or with pyruvate (right panels). Means ± SEM of four (**A**) and seven (**B**) experiments in triplicate. *p < 0.05, **p < 0.01; paired t-test. **C** Huh7 cells were treated for 72 h with Molidustat (25 µM) or DMSO alone (None), with or without 1 mM Pyruvate. Lactate accumulation in the extracellular medium was quantified and reported to control (None). Means ± SEM of five experiments in triplicate. **p < 0.01; paired t-test. **D** Huh7 cells were grown in culture medium supplemented with pyruvate (1 mM), LDHA inhibitor GSK2837808A at 3, 10, 30 and 90 µM, and DMSO (None), Molidustat (25 µM), antimycin (1 µM) or Molidustat plus antimycin. After 72 h, ATP level in culture wells was determined. For DMSO, Molidustat, antimycin or Molidustat plus antimycin, data were normalized to the control condition without GSK2837808A. Best fit curves as well as EC_50_ values were calculated from the dose–response of GSK2837808A. Data correspond to the mean of six experiments in triplicate

The conversion of pyruvate to lactate by LDHA is another way to re-oxidize NADH to NAD^+^ when mitochondrial respiration is inhibited. However, the net production of pyruvate by glycolysis is only sufficient to regenerate the NAD^+^ used by GAPDH for the maintenance of glycolysis itself (Fig. 3B). Interestingly, it has been demonstrated in several cancer cell lines that pyruvate supplementation can be used to maintain the NAD^+^ /NADH ratio, and to restore proliferation when Complex III of the respiratory chain is inhibited [3, 4]. Since Molidustat upregulates LDHA (Fig. 3B), we determined whether pyruvate conversion to lactate is improved as well as its ability to restore cellular proliferation when Complex III is inhibited. Consistently with metabolomic data (Fig. 3B and Supplementary Fig. 2), lactate secretion was unchanged by Molidustat treatment in a culture medium without pyruvate (Fig. 9C). Similarly, pyruvate supplementation alone had no effect. However, when pyruvate was combined with Molidustat treatment, lactate secretion increased. These results indicate that lactate secretion is limited in Molidustat-treated Huh7 cells by the availability of pyruvate.

We thus determined whether the addition of pyruvate to culture medium was able to revert the effect of Complex III inhibition on cell proliferation, and analyzed the impact of Molidustat treatment. The addition of pyruvate to culture medium attenuated the effect of Complex III inhibition by antimycin, although the number of cells and ATP level remained lower compared to control (Fig. 9A, B; right panels). Interestingly, the combination of pyruvate and Molidustat strongly attenuated, or even abolished, the effect of antimycin when considering ATP level or cell count, respectively. We wanted to extend this observation to another PHDi and used Roxadustat which was validated for the induction of HIF1 and HIF2 in Huh7 cells. First, we verified that Roxadustat does not induce cell death using the CellTox Green assay (Supplementary Fig. 5). Secondly, we found that Roxadustat, like Molidustat, was also able to counteract the effect of antimycin (Supplementary Fig. 7). Overall, this shows that PHDi increase the ability of Huh7 cells to use extracellular pyruvate to overcome Complex III inhibition and to restore cellular proliferation.

To strengthen this conclusion, we assessed the dependence of Huh7 cells on LDHA when cultured in the presence of antimycin. Huh7 cells were grown in a culture medium supplemented with pyruvate and increasing concentrations of the LDHA inhibitor GSK2837808A. Their metabolic activity was determined by measuring ATP levels and results were normalized to the untreated control to calculate the EC_50_ of GSK2837808A in the different culture conditions (Fig. 9D). EC_50_ was estimated to 60 μM in untreated cultures, and was not affected by the addition of Molidustat to culture medium (EC_50_ = 65 μM). In contrast, the presence of antimycin greatly increased cellular dependence on LDHA as assessed by the lower EC_50_ which was estimated to 17 μM. Interestingly, similar results were obtained when combining antimycin treatment with Molidustat (EC_50_ = 23 μM). This shows that once Complex III is inhibited with antimycin, dependence on LDHA increases. Furthermore, although Molidustat improves cell proliferation and metabolic activity in antimycin-treated cultures (Fig. 9A, B), dependence on LDHA remains high.

Finally, we evaluated in other liver cancer cell lines the ability of Molidustat to counteract the effects of Complex III inhibition. We thus repeated the same experiments as in Fig. 9A, B on hepatoblastoma-derived cell lines HepG2 and Huh6 (Fig. 10A, B, respectively). We first verified that Molidustat induced the accumulation of HIF-1α and HIF-2α proteins in these two cell lines (Supplementary Fig. 8A and B). We then determined the effect of Molidustat on these cells cultured for 72 h in the absence or presence of antimycin to block Complex III. For both cell lines, the number of cells and ATP levels were reduced by antimycin, and the addition of Molidustat partially counteracted this inhibitory effect (Fig. 10A, B). The presence of pyruvate further improved this effect of Molidustat. Thus, HepG2 and Huh6 cells behaved essentially in the same way as Huh7 cells since Molidustat confers them resistance to antimycin, especially when pyruvate was added to culture medium.

**Fig. 10:**
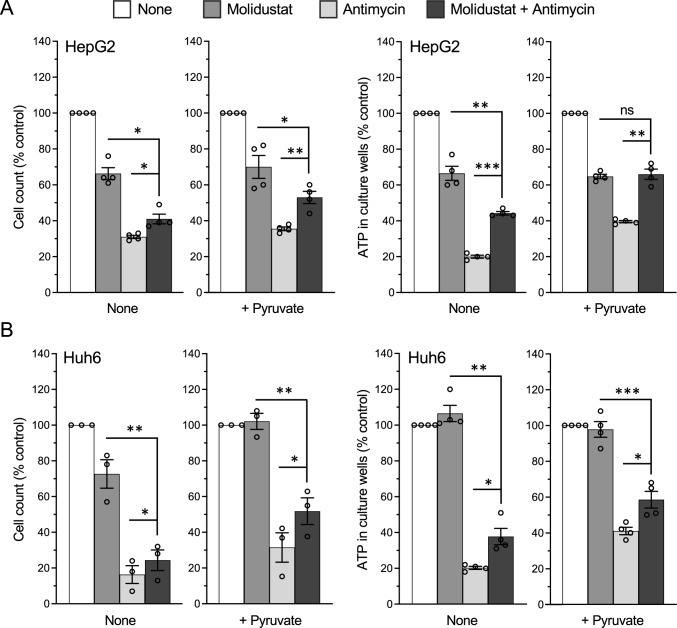
Molidustat counteracts the effects of Complex III inhibition in HepG2 and Huh6 cells. **A** HepG2 cells were treated with DMSO alone, Molidustat (25 µM) and antimycin (1 µM) in the absence or presence of pyruvate (1 mM). After 72 h, cell counts were determined by Hoechst staining and quantification of the fluorescence signal (left panels) and ATP level in culture wells (right panels). Data were normalized to untreated control (None) without (left panels) or with pyruvate (right panels). Means ± SEM of four experiments in triplicate. **B** Same experiment as in (**A**) performed on Huh6 cells. Means ± SEM of three (Cell count) or four (ATP level) experiments in triplicate. *p < 0.05, **p < 0.01, ***p < 0.001; paired t-test

## Discussion

PHDi that stabilize HIF-1α expression and activate the hypoxia response pathway have been developed in the last decade for treating anemia, and several of these molecules are now in clinic. However, HIF-1 expression has been associated to poor prognosis for several types of cancer including HCC raising some concerns about the safety of these molecules. We were thus interested in studying the effect of two PHDi, Molidustat and Roxadustat, on Huh7 cells, which is one of the best characterized in vitro models of HCC. By using a multi-omics approach, we found that PHDi induce a profound remodeling of Huh7 metabolism (Fig. 11).

**Fig. 11:**
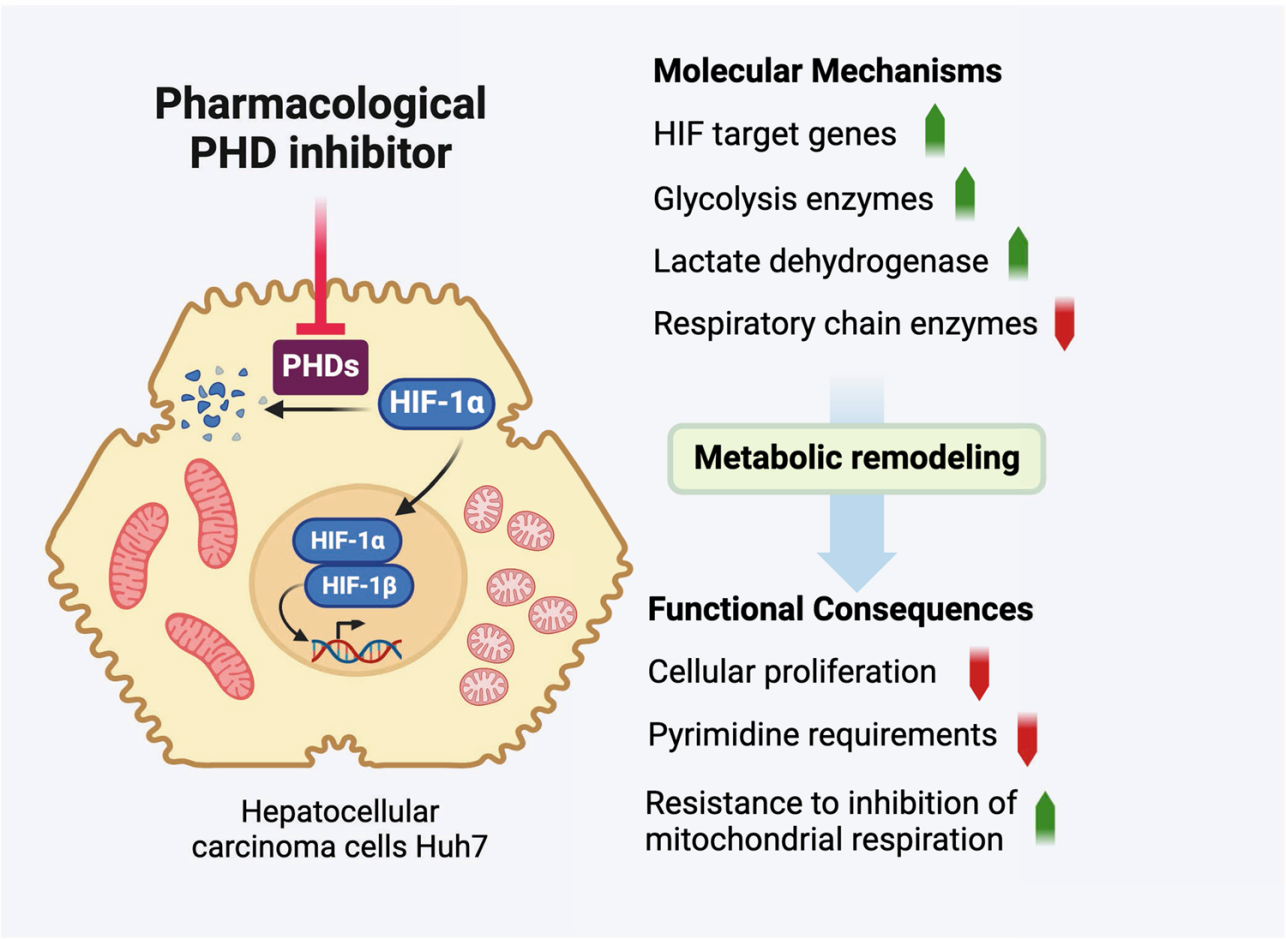
Visual summary of the metabolic response of Huh7 cells to Molidustat. Created with BioRender.com

We first established that Molidustat and Roxadustat induces the hypoxia response as evidenced by the induction of HIF-1α and HIF-2α, and by the expression profile of reference hypoxia-response genes. Interestingly, we showed that cellular response to Molidustat depends both on HIF-1α and HIF-2α, in line with previous reports in other cell types showing that these two factors control distinct although partially overlapping sets of genes [53]. One key function of PHDi is to stimulate the expression of EPO that is altered in chronic kidney disease. After kidneys, the liver is a secondary source of EPO, and our results show that Huh7 cells have indeed the ability to produce EPO upon Molidustat treatment [54]. 

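EPO (ENSG00000130427; chromosome 7, 100720468 to 100723700) had no count in the 3 DMSO libraries at 24 h and 464 counts over the 3 Molidustat libraries, or 23.8 ± 15.3 CPM (SD, n = 3). This is at least 93.5-fold higher when the DMSO level is set to the limit of 3 counts that a count of 0 allows. The difference was significant (adjusted p = 0.000977 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h EPO rose from 5.63 ± 2.97 to 71.5 ± 19.6 CPM (n = 3), a log2 fold change of 3.81 (standard error 0.58, adjusted p = 0.0121 by the same edgeR test), and without DMSO 48 h replicate 2 of 4.06. The change was called in all 12 fits that each left out 1 library at 24 h and in 10 of them at 48 h.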

Genes encoding direct regulators of HIF-1/2α protein stability or activity were also induced as part of negative or positive feedback regulatory loops, including the HIF-prolyl hydroxylase EGLN1 (a.k.a PHD2), the E3 ubiquitin ligase WSB1 which targets VHL for proteasomal degradation [55] and CITED2 that competes with HIF-mediated transcription by interacting with the transcription coactivator complex p300-CBP [56]. 

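EGLN1 (ENSG00000135766; chromosome 1, 231363751 to 231422287) had 101.9 ± 5.26 CPM with Molidustat and 34.7 ± 15.6 CPM with DMSO at 24 h (SD, n = 3). The change on the log2 scale was 1.55 (standard error 0.33, adjusted p = 0.0789 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called without DMSO 48 h replicate 2 (adjusted p = 0.013 by the same edgeR test), and at 48 h its log2 fold change was 1.02 (standard error 0.32, adjusted p = 0.208 by edgeR's test). CITED2 (ENSG00000164442; chromosome 6, 139371807 to 139374648) rose from 102.5 ± 22.1 to 282.5 ± 122 CPM at 24 h and from 115.9 ± 59.0 to 357.6 ± 136 CPM at 48 h (n = 3). Its log2 fold changes were 1.47 and 1.61 (standard errors 0.44 and 0.45, adjusted p = 0.387 and 0.191 by edgeR's test). Without that library its adjusted p at 24 h was 0.0304 by edgeR's test. WSB1 (ENSG00000109046; chromosome 17, 27294076 to 27315926) had 179.6 ± 40.7 CPM with Molidustat against 87.9 ± 17.7 CPM at 24 h (n = 3), a log2 fold change of 1.03 (standard error 0.35, adjusted p = 0.585 by edgeR's test). At 48 h its levels overlapped, with a log2 fold change of 0.30 (standard error 0.35) and of 0.75 without DMSO 48 h replicate 2. At 24 h, all 3 Molidustat libraries lay above all 3 DMSO libraries in each of these genes, which for a single gene has an exact permutation p of 0.1, the smallest that 3 against 3 allow.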

Molidustat treatment was also associated to the induction of BNIP3 and BNIP3L, which are key HIF-induced genes involved in the fission of mitochondria and mitophagy [57–59], and MXI1 that inhibits mitochondrial biogenesis by repressing c-Myc activity [60]. 

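BNIP3 (ENSG00000176171; chromosome 10, 131967684 to 131981967) rose from 158.3 ± 49.0 to 1111 ± 129 CPM at 24 h (SD, n = 3). Its log2 fold change was 2.81 (standard error 0.34, adjusted p = 0.000977 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose at 48 h from 178.5 ± 26.9 to 1144 ± 52.0 CPM, a log2 fold change of 2.68 (standard error 0.34, adjusted p = 0.00149 by the same edgeR test). BNIP3 was called at both time points in all 12 fits that each left out 1 library. Its processed copy BNIP3P1 held 13.5% as many counts over the 12 libraries, and the counting could have split reads between them. BNIP3L (ENSG00000104765; chromosome 8, 26383054 to 26505636) had log2 fold changes of 2.66 at 24 h and 2.35 at 48 h (standard errors 0.40 and 0.39, adjusted p = 0.00528 and 0.0148 by edgeR's test), and was called in 11 of these fits at 24 h and 9 at 48 h. MXI1 (ENSG00000119950; chromosome 10, 110207605 to 110287365) rose from 10.3 ± 2.06 to 105.5 ± 37.5 CPM at 24 h (n = 3), a log2 fold change of 3.36 (standard error 0.43, adjusted p = 0.00112 by edgeR's test). At 48 h its log2 fold change was 1.36 (standard error 0.40, adjusted p = 0.203 by edgeR's test) with all libraries, and 1.83 without DMSO 48 h replicate 2 (adjusted p = 0.0225 by edgeR's test). The difference between the time points was not significant for MXI1 (interaction adjusted p = 0.728 by edgeR's test), which does not show equal responses.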

Their induction well correlates with the remodeling of the mitochondrial network, the loss of mitochondrial proteins identified by proteomic analysis, and decreased cellular respiration (Figs. 5, 6). 

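Neither of the growth-inhibitor genes ERRFI1 (ENSG00000116285; chromosome 1, 8004404 to 8026309) and CCNG2 (ENSG00000138764; chromosome 4, 77157207 to 77433388) passed the threshold after adjustment over all genes. ERRFI1 had 161.4 ± 44.4 CPM with Molidustat and 72.7 ± 19.7 CPM with DMSO at 24 h (SD, n = 3). This gave a log2 fold change of 1.15 (standard error 0.35, adjusted p = 0.392 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h it had 129.7 ± 12.6 and 39.3 ± 14.7 CPM, a log2 fold change of 1.69 (standard error 0.36, adjusted p = 0.0794 by the same edgeR test). It was called at 48 h by DESeq2 (adjusted p = 0.000506) and in 2 of the 12 fits that each left out 1 library. CCNG2 had log2 fold changes of 1.35 at 24 h and 0.78 at 48 h (standard errors 0.35 and 0.35, adjusted p = 0.238 and 0.343 by edgeR's test), and DESeq2 called it at 24 h (adjusted p = 0.0341). In both genes and at both time points all 3 Molidustat libraries lay above all 3 DMSO libraries.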

We also found that Molidustat induces inhibitors of cellular proliferation such as ERRFI1/MIG-6 [61] and CCNG2 [62] that could contribute to the slower proliferation of treated cells (Fig. 7). Finally, a large fraction of hypoxia-response genes which are induced by Molidustat correspond to enzymes related to glycolysis (Fig. 3). The hypoxia response pathway enables cellular adaption to low O_2_ pressure. In primary cells, glycolysis and lactagenesis is upregulated to maintain ATP synthesis when O_2_ is missing. Unless the culture medium was supplemented with pyruvate, lactate secretion was not affected by Molidustat treatment (Fig. 9C), suggesting that glycolysis was in fact not increased. This may be explained by the bottleneck observed in the glycolytic pathway at the GAPDH step (Fig. 3B). This critical step of glycolysis is dependent on the availability of the NAD^+^ cofactor which is recycled from NADH, especially by mitochondrial respiration. As the latter is inhibited although not suppressed by Molidustat (see below), it is likely that NAD^+^ becomes a limiting factor for several metabolic pathways including glycolysis. NAD^+^ can also be replenished by increasing lactate synthesis from pyruvate (Fig. 3) [63], however our data clearly show that pyruvate is also a limiting factor in Molidustat-treated cells.

Although Molidustat clearly stimulates a cluster of HIF-response genes, it is surprising that key factors that are well described for their role in cellular response to hypoxia were not induced, including several regulators of mitochondrial biogenesis and activity, and components of the serine biosynthesis pathway [11]. In HCC cells, HIF-1α induction by hypoxia has been reported to induce the transcriptional repressor HEY1, which in turn inhibits PINK1, a kinase that regulates mitochondria biogenesis and mitophagy [64]. 

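The HEY1 transcript (ENSG00000164683; chromosome 8, 79762371 to 79767857) was counted at 8.09 ± 2.77 CPM with Molidustat and 1.57 ± 2.40 CPM with DMSO at 24 h (SD, n = 3), from 145 and 22 counts. The change on the log2 scale was 2.28 with a standard error of 1.34 (adjusted p = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h its log2 fold change was 0.73 (standard error 1.33, adjusted p = 0.871 by the same edgeR test), and without DMSO 48 h replicate 2, which held 14.9 CPM, it was 2.71 (adjusted p = 0.774 by this edgeR test). By limma-voom with sample quality weights, an alternative chosen after seeing the data, HEY1 at 48 h was called higher (log2 fold change 4.82, adjusted p = 0.0298 by limma), and it was not called under any of the others, so the counts do not settle whether it changed. HEY1 at 24 h was called in 1 fit, chosen after seeing the data, that left out both the filter on low counts and DMSO 24 h replicate 3 (log2 fold change 5.51, adjusted p = 0.0425 by edgeR). PINK1 (ENSG00000158828; chromosome 1, 20633458 to 20651511) had log2 fold changes of -0.44 at 24 h and -0.25 at 48 h (standard errors 0.42 and 0.43, adjusted p = 0.999 and 0.863 by edgeR's test). Its levels were 16.3 ± 3.89 and 15.8 ± 6.00 CPM in Molidustat-treated cells and 22.0 ± 7.78 and 18.7 ± 5.05 CPM with DMSO (n = 3).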

Although HEY1 and PINK1 were modulated by hypoxia in Huh7 [64], Molidustat showed no effect on these genes in our experiments. Other hypoxia-inducible factors regulating mitochondrial activity are NDUF4AL2 and COX4-2 which inhibit Complex I and IV of the respiratory chain, respectively [65–67]. 

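NDUFA4L2 (ENSG00000185633; chromosome 12, 57234903 to 57240715) had 4 counts over the 3 Molidustat libraries and 9 over the DMSO libraries at 24 h, and 5 and 0 at 48 h. COX4I2 (ENSG00000131055; chromosome 20, 31637912 to 31645006) had 3 and 0 at 24 h and 0 and 1 at 48 h. Neither passed the filter on low counts, so neither was among the genes tested, and a difference between counts this small was not detectable. The annotated span of NDUFA4L2 overlaps that of SHMT2 at its edge. UQCC3 (ENSG00000204922; chromosome 11, 62670273 to 62673686) had 78.0 ± 25.0 CPM with Molidustat and 84.1 ± 17.5 CPM with DMSO at 24 h (SD, n = 3). Its log2 fold change was -0.11 (standard error 0.37, adjusted p = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value at 48 h was 0.23 (standard error 0.37, adjusted p = 0.856 by the same edgeR test). None of the 6 serine biosynthesis genes PHGDH, PSAT1, PSPH, SHMT2, MTHFD2 and MTHFD1L was called at 24 h or 48 h, with 0 of 6 at an unadjusted p under 0.05 at 24 h and 1 at 48 h. Their log2 fold changes lay between -0.38 and 0.40 at 24 h and between -0.97 and -0.03 at 48 h. The value furthest from 0, that of PSPH at 48 h, was -0.97 with all libraries (standard error 0.46) and -0.08 without DMSO 48 h replicate 2. PSPH can share reads with its copy PSPHP1, which held 39.7% as many counts over the 12 libraries together. This ratio was not constant and ran from 0.775 to 88.9% over the libraries. It was 31.9% with DMSO and 33.6% with Molidustat at 24 h, and 33.2% and 70.4% at 48 h.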

Again, they were not induced by Molidustat in Huh7 cells, nor was UQCC3, a Complex III subunit that participates to metabolic adaptation to hypoxia [68], and enzymes of the serine biosynthesis pathway (PHGDH, PSAT1, PSPH, SHMT2, MTHFD2, MTHFD1L; [69]). Overall, this suggests that induction of these genes requires hypoxia conditions that are not mimicked by pharmacological induction of the HIF pathway with PHDi. On the other hand, more than three quarters of Molidustat-induced genes were not assigned to hypoxia response either in the MSigDB or Gene Ontology databases. This is partly because these functional annotation databases are not necessarily exhaustive, especially when it comes to a specific tissue such as the liver. For example, SLC16A3, which plays a key role in the export of lactate, is well known for being induced by hypoxia but is not flagged as such in the two functional annotation databases we used [70]. 

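The MTFP1 transcript (ENSG00000242114; chromosome 22, 30425623 to 30429054) had 80.2 ± 13.9 CPM with Molidustat and 29.6 ± 6.45 CPM with DMSO at 24 h (SD, n = 3). This gave a log2 fold change of 1.44 (standard error 0.57, adjusted p = 0.825 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called at 24 h without DMSO 48 h replicate 2 (1.45, adjusted p = 0.0113 by the same test). Its levels at 48 h were 79.7 ± 14.4 and 26.6 ± 22.1 CPM and a log2 fold change of 1.49 (standard error 0.57, adjusted p = 0.267 by the same edgeR test), which was 1.00 without that library. All 3 Molidustat libraries lay above all 3 DMSO libraries at each time point.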

The same applies to MTFP1, a key player in mitochondria dynamics, which is induced by hypoxia in neuroblastoma cells and contains putative HIF-response elements in its promoter [71]. Furthermore, many Molidustat-induced genes may not be tagged as hypoxia response gene simply because they are induced indirectly as a result of Huh7 metabolic reprogramming. Among these factors, we were particularly interested by ARG1 whose induction was detected both at transcriptional and protein levels. 

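The ARG1 transcript (ENSG00000118520; chromosome 6, 131470832 to 131584332) rose from 10.6 ± 5.34 to 101.9 ± 34.3 CPM at 24 h (SD, n = 3). This is a log2 fold change of 3.26 (standard error 0.47, adjusted p = 0.00351 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By 48 h it rose from 27.6 ± 11.6 to 279.8 ± 84.9 CPM, a log2 fold change of 3.29 (standard error 0.46, adjusted p = 0.00345 by the same edgeR test). It was called at both time points in all 12 fits that each left out 1 library, with log2 fold changes from 2.91 to 3.66 at 24 h and from 3.03 to 3.56 at 48 h.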

ARG1 cleaves arginine to produce urea and ornithine in the last step of the urea cycle. It is also a potent immunosuppressive enzyme which prevents the activation of antitumor lymphocytes, and hypoxia was previously reported to induce ARG1 expression through mir-210 induction in myeloid-derived suppressor cells [72]. However, and quite paradoxically, it has been shown that ARG1 is decreased in HCC tumors whereas arginine level is increased and plays a major role in tumor formation [73]. It would be interesting to determine whether Molidustat is able to induce ARG1 expression in HCC tumors in vivo. This could inhibit tumor growth by degrading arginine and promote the establishment of an immunotolerant microenvironment, with overall consequences difficult to predict on tumor development.

Another key aspect of the cellular response to Molidustat is the inhibition of mitochondrial respiration, which is expected upon induction of the hypoxia response pathway [11, 74]. We found that Molidustat induces pyruvate dehydrogenase kinases PDK1 and PDK3, whose function is to phosphorylate and inhibit pyruvate dehydrogenase (PDH), blocking pyruvate conversion to Acetyl-CoA which is fueling the TCA cycle [75–78]. 

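PDK1 (ENSG00000152256; chromosome 2, 172555373 to 172608669) rose from 6.42 ± 6.69 to 81.5 ± 26.2 CPM at 24 h (SD, n = 3). This is a log2 fold change of 3.60 (standard error 0.68, adjusted p = 0.0339 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 7 of the 12 fits that each left out 1 library. At 48 h its log2 fold change was 1.64 (standard error 0.63, adjusted p = 0.271 by the same edgeR test) with all libraries and 2.47 without DMSO 48 h replicate 2 (adjusted p = 0.0698 by edgeR's test). The antisense gene PDK1-AS1 overlaps PDK1 at its start and held 7.96% as many counts. Since the strand setting is not named in the paper's text, reads there could have been given to either gene. The overlap lies away from the 3′ end of PDK1, the part these libraries read. PDK3 (ENSG00000067992; chromosome X, 24465244 to 24550466) had 34.4 ± 8.88 CPM with Molidustat and 7.10 ± 6.58 CPM with DMSO at 24 h (n = 3). The change on the log2 scale was 2.33 (standard error 0.58, adjusted p = 0.179 by edgeR's test, and 0.0318 without that library). At 48 h the levels of PDK3 overlapped, with a log2 fold change of 0.57 (standard error 0.56, adjusted p = 0.73 by edgeR's test). For neither gene was the difference between the time points significant (interaction adjusted p = 0.728 for each by edgeR's test).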

Besides, Molidustat treatment is associated with a loss of mitochondrial proteins, especially ribosomal subunits and components of the respiratory chain (Figs. 4, 6A). 

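The 31 mitochondrial ribosome and respiratory chain genes whose proteins are drawn in the lower panel of Fig. 4B were all tested, and none was called lower or higher at 24 h or 48 h (0 genes, with 2 at an unadjusted p under 0.05 at 24 h and 0 at 48 h). Their median log2 fold change was -0.18 at 24 h and 0.24 at 48 h, and -0.02 at 48 h without DMSO 48 h replicate 2, so the direction at 48 h rests on that library. For the whole mitochondrial ribosome, 78 genes were tested as a set. At 24 h their median log2 fold change was -0.27 (adjusted p = 0.000198 by limma's camera), a call that did not hold under fry (adjusted p = 0.614) or with an estimated correlation (0.676). At 48 h the median was 0.24 (adjusted p = 0.27 by limma's camera), and -0.18 without DMSO 48 h replicate 2 (0.068 by the same test), and it passed the threshold without DMSO 48 h replicate 3 (0.47, adjusted p = 0.0427 by limma's camera). The subunits of Complex I, Complex IV and Complex V were higher as sets at 48 h, with medians of 0.57, 0.77 and 0.70 (adjusted p = 0.00107, 0.00666 and 0.0331 by limma's camera). These calls did not hold under fry (adjusted p = 0.464 for each) or with an estimated correlation (0.676 for each). With DMSO 48 h replicate 2 left out the medians were 0.18, 0.32 and 0.33 (adjusted p = 0.068, 0.0564 and 0.22 by limma's camera). Leaving out Molidustat 48 h replicate 2 instead gave 0.21, 0.45 and 0.37, and these calls were lost too (adjusted p = 0.362, 0.362 and 0.432 by the same test). Complex V was also lost without DMSO 48 h replicate 1 (0.79, adjusted p = 0.0661 by limma's camera). Complex II and Complex III were not called at either time point, but Complex III at 48 h passed without the filter on low counts and with the stricter one (adjusted p = 0.0463 and 0.0353 by limma's camera). The median of Complex III at 48 h was 0.41 with all libraries and 0.022 without DMSO 48 h replicate 2 (adjusted p = 0.629 by limma's camera). With all libraries, no respiratory chain set was called at 24 h, where the medians of the complexes lay between -0.32 and -0.12. Complex I at 24 h passed the threshold without Molidustat 24 h replicate 3 (-0.23, adjusted p = 0.00471 by limma's camera), DMSO 24 h replicate 1 (-0.22, 0.0215) or DMSO 24 h replicate 2 (-0.22, 0.0419), and Complex V without DMSO 24 h replicate 1 (-0.28, 0.0258).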

Expression of the corresponding genes was not suppressed by Molidustat as shown by transcriptomic analysis (Fig. 4), consistent with the idea that these proteins could be degraded by mitophagy. Interestingly, Complex I and II subunits were more affected (Fig. 6A), suggesting the existence of selective degradation mechanisms of these complexes. Upon Molidustat treatment, mitochondrial network was also fragmented (Fig. 5), which is a well-known consequence of hypoxia [74]. Aside BNIP3 upregulation, this phenotype correlates with the transcriptional induction of MTFP1 and FUNDC2 that promotes mitochondrial fission in HCC [79, 80], whereas MFN1 that allows fusion [80] is suppressed. However, and despite this profound remodeling, mitochondria maintain some metabolic functions in Molidustat-treated cells, and we have shown especially that Complex III remains functional and essential for cell proliferation (Fig. 9). 

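FUNDC2 (ENSG00000165775; chromosome X, 155025980 to 155060304) had 76.8 ± 6.25 CPM with Molidustat and 31.0 ± 7.17 CPM with DMSO at 24 h (SD, n = 3). Its log2 fold change was 1.31 (standard error 0.32, adjusted p = 0.166 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0208 without DMSO 48 h replicate 2). At 48 h it had 64.5 ± 10.3 and 22.9 ± 7.37 CPM, a log2 fold change of 1.46 (standard error 0.33, adjusted p = 0.0982 by the same edgeR test). DESeq2 called it at both time points (adjusted p = 0.00499 and 0.00167). MFN1 (ENSG00000171109; chromosome 3, 179347709 to 179394936) was not called at either time point, with log2 fold changes of -0.37 at 24 h and -1.50 at 48 h (standard errors 0.62 and 0.65, adjusted p = 0.999 and 0.327 by edgeR's test). Its lower value at 48 h came from DMSO 48 h replicate 2, which held 132.0 CPM, while the mean of the 3 Molidustat libraries was 18.7 ± 4.74 CPM. Without that library the log2 fold change of MFN1 at 48 h was 0.06 (standard error 0.41, adjusted p = 0.997 by edgeR's test).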

The de novo pyrimidine biosynthesis pathway, which also requires mitochondrial respiration to support DHODH activity, is also maintained at an intermediate level (Fig. 8). Although reduced, mitochondrial activity is essential to support the proliferation of Molidustat-treated cells as assessed by the cytostatic effect of antimycin or inhibitors of pyrimidine biosynthesis. Finally, we provide evidence that Molidustat increases the metabolic plasticity of Huh7 cells as a consequence of this global reprogramming. First, we found that the cellular demand for pyrimidines can be met either by uridine uptake or de novo synthesis, and this phenotype is probably due to slower proliferation of Molidustat-treated cells. Secondly, these cells have a greater capacity to metabolize exogenous pyruvate into lactate, probably due to the increased expression of LDHA. As a result, the addition of pyruvate to culture medium is able to restore cellular proliferation when the respiratory chain is inhibited with antimycin (Fig. 9). Lactagenesis could compensate for the loss of Complex I activity by maintaining the NAD^+^ /NADH ratio, which is essential for multiple metabolic reactions, in particular aspartate synthesis [2–4, 81]. Inhibition of Complex III with antimycin probably also leads to inhibition of DHODH activity and de novo pyrimidine biosynthesis, but as demonstrated (Fig. 8), extracellular uridine satisfies the requirement in pyrimidines of Molidustat-treated cells. Overall, this suggests that Molidustat could thus facilitate cell adaptation to lower O_2_ levels in the microenvironment as is notably the case in solid tumors. This holds potential relevance in vivo, considering that blood contains high concentrations of pyruvate (70–200 µM) and uridine (3–8 µM), which can be compared to 1 mM and ~ 0.5 µM in our experimental settings, respectively [82, 83].

Whether cellular reprogramming and metabolic changes induced by Molidustat and other PHDi could increase the risk of developing HCC is an open question. Interestingly, out of the 288 genes whose expression is induced by Molidustat, 51 are associated to poor prognosis of liver cancer (Protein Atlas database v23; [84]), which is significantly more than expected by chance when considering the whole human genome (17.7% vs 13%; p = 0.0217; Fisher’s exact test). These genes are involved in glycolysis (ENO1/2, PGK1, PKM, TPI1, GAPDH, ALDOA), immunity (CCL20, CXCL1/5/8), erythropoiesis (EPO), angiogenesis (VEGFA) and remodeling of the extracellular matrix (PLOD2). Conversely, only 4.8% of Molidustat-induced genes were associated to good prognosis of liver cancer. 

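ENO1 (ENSG00000074800; chromosome 1, 8861000 to 8879190), TPI1 (ENSG00000111669; chromosome 12, 6867119 to 6870948), GAPDH (ENSG00000111640; chromosome 12, 6534512 to 6538374), ALDOA (ENSG00000149925; chromosome 16, 30064164 to 30070457) and PKM (ENSG00000067225; chromosome 15, 72199029 to 72231819) were not called at either time point after adjustment over all genes by edgeR's quasi-likelihood test. Their log2 fold changes at 24 h were 1.60, 1.92, 2.38, 1.36 and 1.42, and their adjusted p-values 0.0809, 0.0602, 0.122, 0.556 and 0.137 (edgeR, Benjamini-Hochberg adjustment). At 48 h the log2 fold changes were 1.54, 1.43, 1.94, 1.59 and 1.20, with adjusted p-values of 0.0982, 0.186, 0.191, 0.202 and 0.191 by edgeR. In each of them all 3 Molidustat libraries lay above all 3 DMSO libraries at both time points. Without DMSO 48 h replicate 2 all were called at 24 h, with adjusted p-values from 0.000434 (ENO1) to 0.00387 (ALDOA) by edgeR. ENO1, TPI1 and GAPDH have processed copies that can take their reads: ENO1P1 held 1.97% as many counts as ENO1, TPI1P1 0.834% as many as TPI1 and GAPDHP40 1.16% as many as GAPDH. ENO2 (ENSG00000111674; chromosome 12, 6913745 to 6923698) had 87 counts with Molidustat and 0 with DMSO at 24 h, and 101 and 1 at 48 h, so its level with DMSO was at the limit of detection. VEGFA (ENSG00000112715; chromosome 6, 43770184 to 43786487) rose from 36.4 ± 2.67 to 72.9 ± 8.05 CPM at 24 h (SD, n = 3), a log2 fold change of 1.00 (standard error 0.29, adjusted p = 0.348 by edgeR's test). It had a log2 fold change of 0.86 at 48 h (standard error 0.29, adjusted p = 0.23 by edgeR's test). PLOD2 (ENSG00000152952; chromosome 3, 146035139 to 146163725) rose from 100.6 ± 27.1 to 372.6 ± 28.1 CPM at 24 h (n = 3; log2 fold change 1.89, standard error 0.50, adjusted p = 0.257 by edgeR's test, and 0.000398 without DMSO 48 h replicate 2).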

Other Molidustat-induced genes that are not directly associated to liver cancer in the Protein Atlas database also deserve to be mentioned. For example, SERPINE1 was previously reported to promote angiogenesis in HCC [85], and CXCL8 expression is associated to inflammation, metastasis and HCC progression [86]. Thus, Molidustat tends to promote the expression of genes associated to HCC development.

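CXCL8 (ENSG00000169429; chromosome 4, 73740519 to 73743716) rose from 24.6 ± 6.59 to 153.1 ± 27.2 CPM at 24 h (SD, n = 3), a log2 fold change of 2.64 (standard error 0.46, adjusted p = 0.0173 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h, when both treatments had less of it, CXCL8 rose from 0.686 ± 0.398 to 24.3 ± 14.1 CPM (log2 fold change 5.38, standard error 0.63, adjusted p = 0.000941 by the same edgeR test). The difference between the time points was not significant (interaction adjusted p = 0.728 by edgeR's test). CXCL8 was called in 7 of the 12 fits that each left out 1 library at 24 h and in all 12 at 48 h.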

In conclusion, our results demonstrate that PHDi induce a profound metabolic remodeling in Huh7 cells and the expression of multiple genes associated to HCC development. It has been established that PHDi are beneficial to patients with chronic kidney diseases and other potential indications for this new class of drugs is under evaluation. Because of the theoretical risk associated to the chronic induction of HIFs, follow up studies have been implemented to monitor cancer-related adverse event in patients treated with these drugs [20]. Our data support careful monitoring of patients treated with PHDi, especially when they are at risk of HCC.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The proteomics datasets generated during the current study are available in the PRIDE partner repository, with the dataset identifier PXD049964**.** Raw transcriptomic data are available on the Gene Expression Omnibus database (Accession number GSE242340). Other datasets are available from the corresponding author upon reasonable request.

# Supplementary material for: Pharmacological induction of the hypoxia response pathway in Huh7 hepatoma cells limits proliferation but increases resilience under metabolic stress
**Source:** Cell Mol Life Sci. 2024 Jul 30;81(1):320. doi: 10.1007/s00018-024-05361-6
**Supplement:** Supplementary file 1 — Supplementary file1

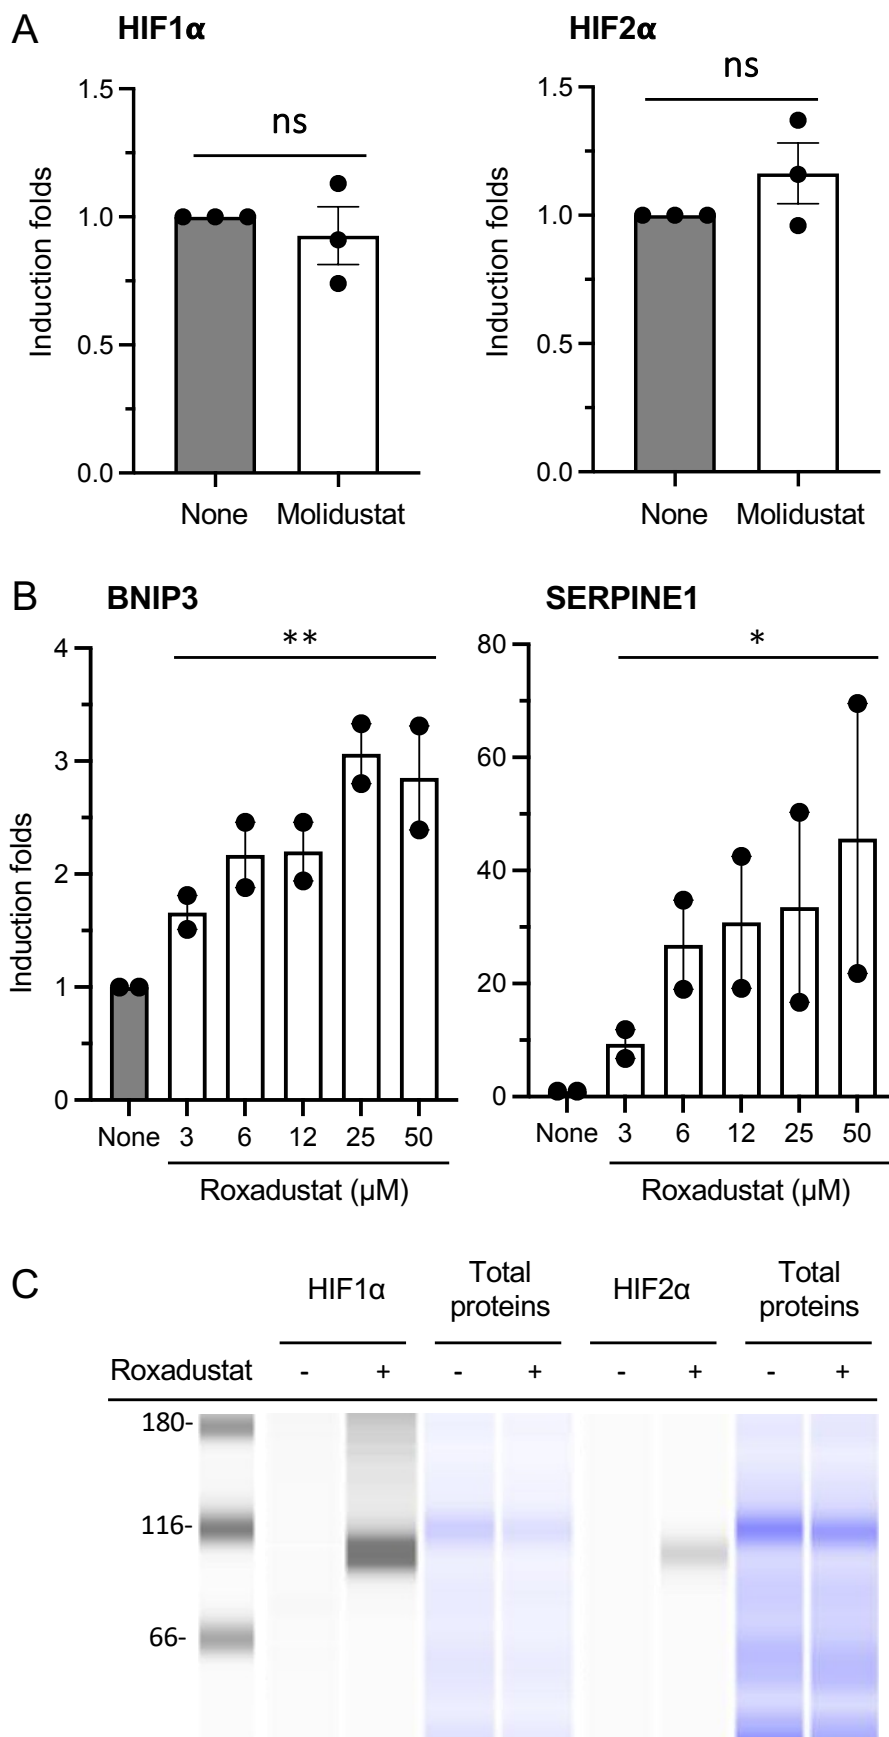

**Supplementary Fig. 1** (A) Huh7 were stimulated for 48 h with Molidustat (25  $\mu$ M) or DMSO alone (None). HIF-1 $\alpha$  and HIF-2 $\alpha$  expression was determined by RT-qPCR using RPL13A as housekeeping gene. Means  $\pm$  SEM of three experiments. paired t-test. (B) Huh7 were stimulated for 48 h with Roxadustat at 3, 6, 12.5, 25 or 50  $\mu$ M or DMSO alone (None). BNIP3 and SERPINE1 expression was determined by RT-qPCR using RPL13A as housekeeping gene. Means  $\pm$  SEM of two experiments. \* $p$ <0.01, \*\* $p$ <0.01; Friedman test. (C) Huh7 cells were treated for 24 h with Roxadustat (25  $\mu$ M) or DMSO alone, and HIF-1 $\alpha$  and HIF-2 $\alpha$  expression were determined by Jess analysis. Total proteins loaded in the capillaries are presented on the right panels.

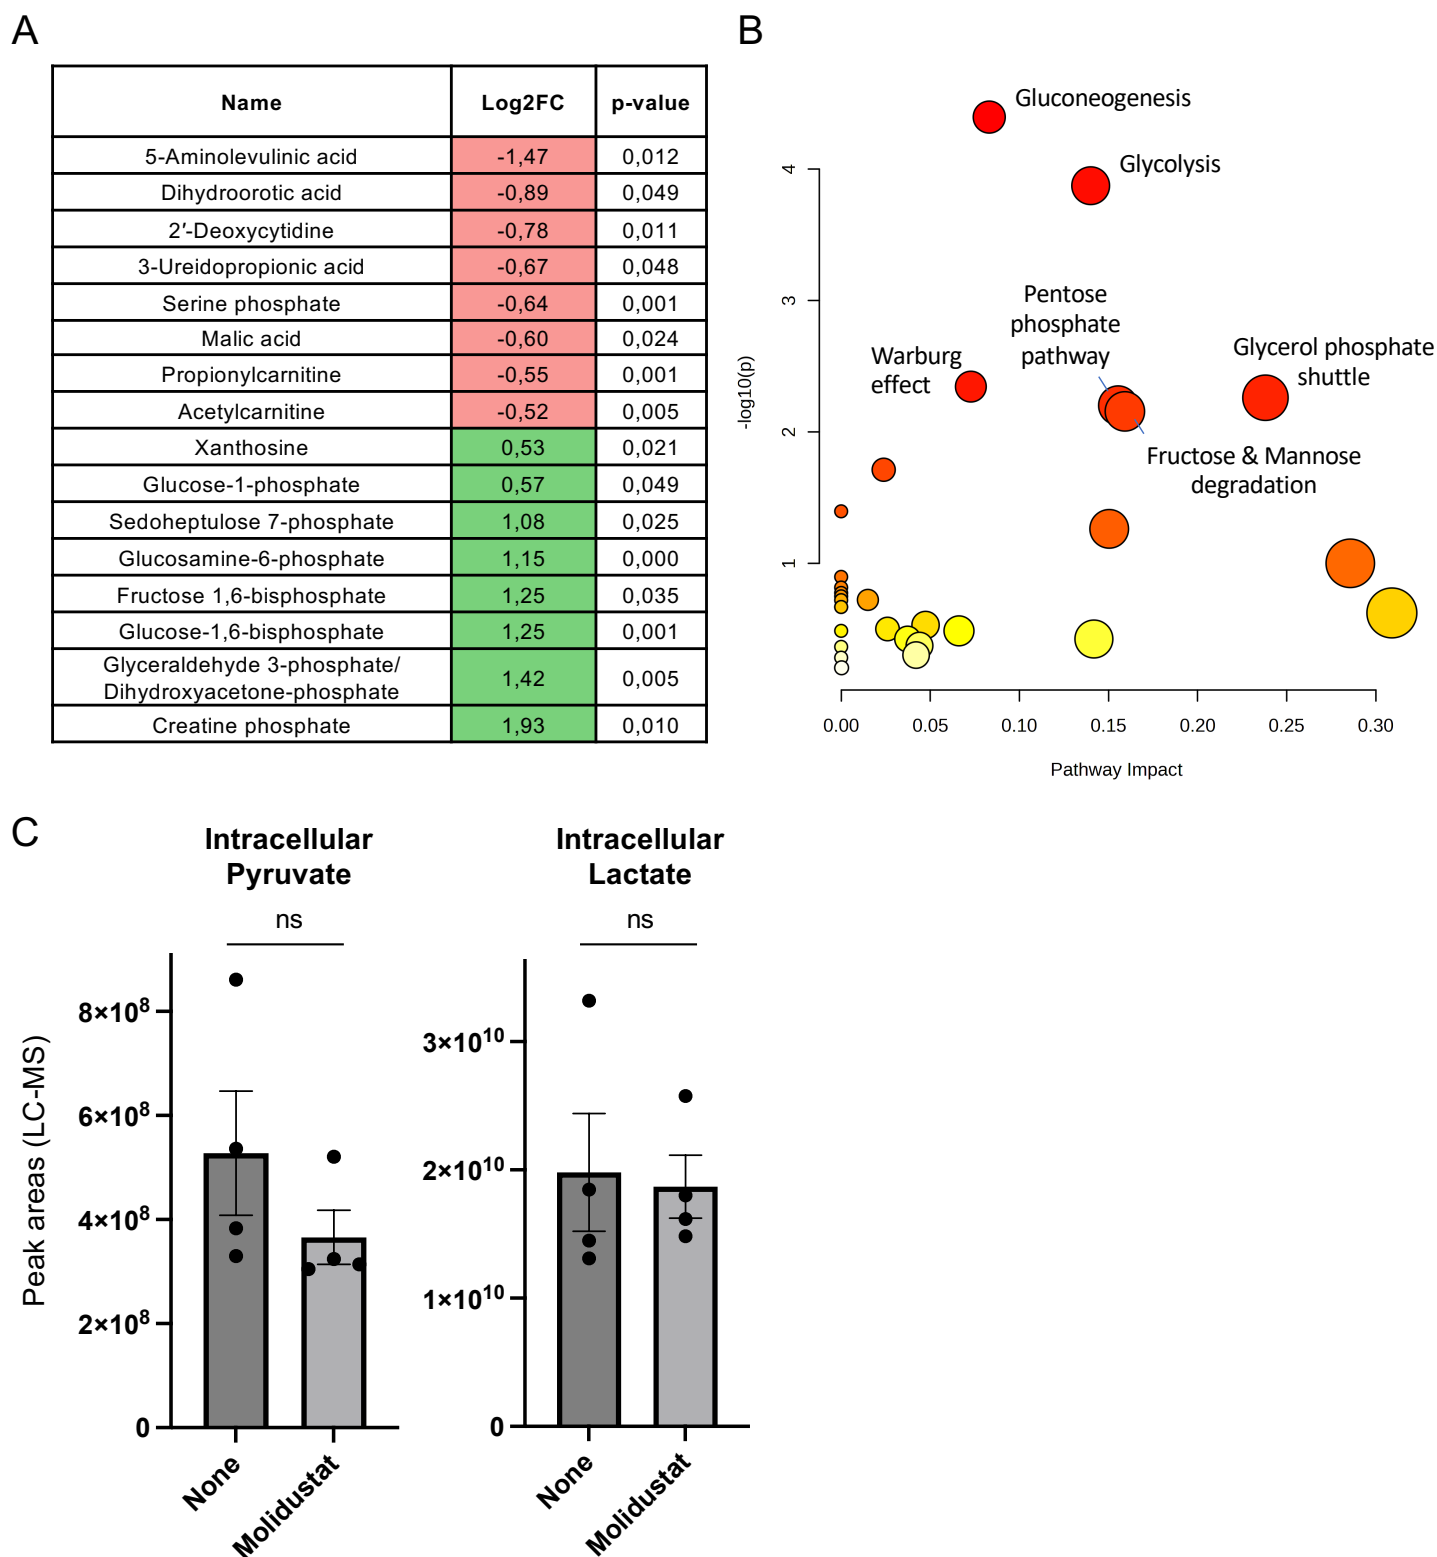

**Supplementary Fig. 2 Metabolites that differ in their expression level in Molidustat-treated Huh7 cells compared to control cells.** (A) Table showing metabolites that have differential relative levels quantified by LC-MS in Huh7 cells after 24 h of Molidustat treatment compared to control ( $p < 0.05$ ;  $\text{Log}_2(\text{FC}) > 0.5$ ). P-values are calculated with a paired t-test. Decreased metabolites are colored in red and increased metabolites in green. (B) Pathway enrichment analysis performed on the list of differentially expressed metabolites from (A) with MetaboAnalyst 6.0 (<https://www.metaboanalyst.ca/MetaboAnalyst/home.xhtml>); Homo sapiens SMPDB pathway library; [84]). This module integrates enrichment analysis and pathway topology analysis. P-value is calculated from the enrichment analysis; pathway impact value is calculated from pathway topology analysis (node importance measure for topological analysis was based on relative betweenness centrality). (C) Histogram plot showing pyruvate and lactate levels quantified by LC-MS.

**Supplementary Fig. 3 Enriched functional annotation in the downregulated transcript and protein sets.** The functional enrichment analysis was performed with DAVID using the “Biological Process” (BP) annotation of the GO database.

Enriched functional annotations in the downregulated transcript set (Log2(FC)<-1; p-adj<0.05)

| Sublist                             | Category         | Term                                                                                 | RT | Genes | Count | %   | P-Value | Benjamini |
|-------------------------------------|------------------|--------------------------------------------------------------------------------------|----|-------|-------|-----|---------|-----------|
| <input checked="" type="checkbox"/> | GOTERM_BP_DIRECT | <a href="#">positive regulation of transcription, DNA-templated</a>                  | RT |       | 60    | 7,3 | 4,6E-8  | 1,6E-4    |
| <input checked="" type="checkbox"/> | GOTERM_BP_DIRECT | <a href="#">chromatin remodeling</a>                                                 | RT |       | 34    | 4,1 | 6,7E-7  | 1,1E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">chromatin organization</a>                                               | RT |       | 30    | 3,6 | 1,8E-6  | 2,1E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">cellular response to DNA damage stimulus</a>                             | RT |       | 30    | 3,6 | 3,2E-6  | 2,7E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">mRNA transport</a>                                                       | RT |       | 15    | 1,8 | 4,8E-6  | 2,8E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">regulation of cell cycle</a>                                             | RT |       | 28    | 3,4 | 5,0E-6  | 2,8E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">cell division</a>                                                        | RT |       | 34    | 4,1 | 1,6E-5  | 7,9E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">negative regulation of transcription, DNA-templated</a>                  | RT |       | 45    | 5,5 | 2,2E-5  | 9,2E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">negative regulation of transcription from RNA polymerase II promoter</a> | RT |       | 63    | 7,7 | 1,0E-4  | 3,9E-2    |

Enriched functional annotations in the downregulated protein set (Log2(FC)<-1; p<0.05)

| Sublist                             | Category         | Term                                                                      | RT | Genes | Count | %    | P-Value | Benjamini |
|-------------------------------------|------------------|---------------------------------------------------------------------------|----|-------|-------|------|---------|-----------|
| <input checked="" type="checkbox"/> | GOTERM_BP_DIRECT | <a href="#">mitochondrial ATP synthesis coupled proton transport</a>      | RT |       | 17    | 20,2 | 9,5E-25 | 3,6E-22   |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">aerobic respiration</a>                                       | RT |       | 15    | 17,9 | 1,5E-20 | 2,8E-18   |
| <input checked="" type="checkbox"/> | GOTERM_BP_DIRECT | <a href="#">mitochondrial translation</a>                                 | RT |       | 15    | 17,9 | 2,7E-18 | 3,3E-16   |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">mitochondrial electron transport, NADH to ubiquinone</a>      | RT |       | 12    | 14,3 | 5,0E-17 | 4,7E-15   |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">mitochondrial respiratory chain complex I assembly</a>        | RT |       | 10    | 11,9 | 5,5E-12 | 4,1E-10   |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">mitochondrial electron transport, succinate to ubiquinone</a> | RT |       | 4     | 4,8  | 7,0E-7  | 4,3E-5    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">mitochondrial ATP synthesis coupled electron transport</a>    | RT |       | 4     | 4,8  | 8,2E-6  | 4,4E-4    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">respiratory electron transport chain</a>                      | RT |       | 4     | 4,8  | 1,0E-4  | 4,7E-3    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">tricarboxylic acid cycle</a>                                  | RT |       | 4     | 4,8  | 4,2E-4  | 1,7E-2    |
| <input type="checkbox"/>            | GOTERM_BP_DIRECT | <a href="#">ribosome biogenesis</a>                                       | RT |       | 4     | 4,8  | 6,7E-4  | 2,5E-2    |

A

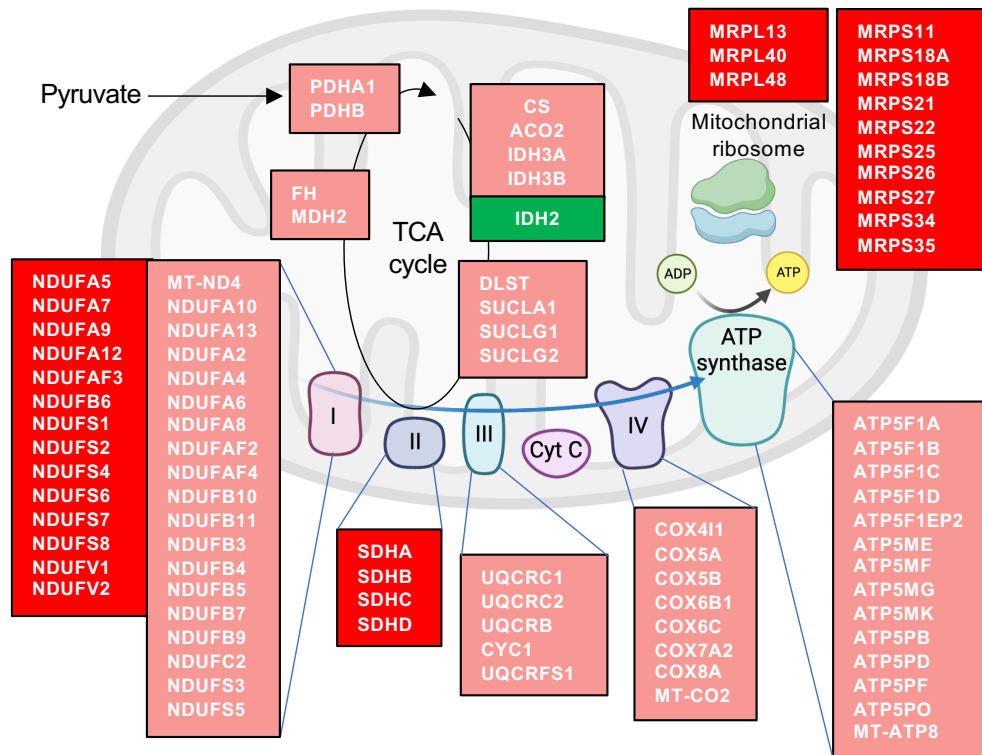

B

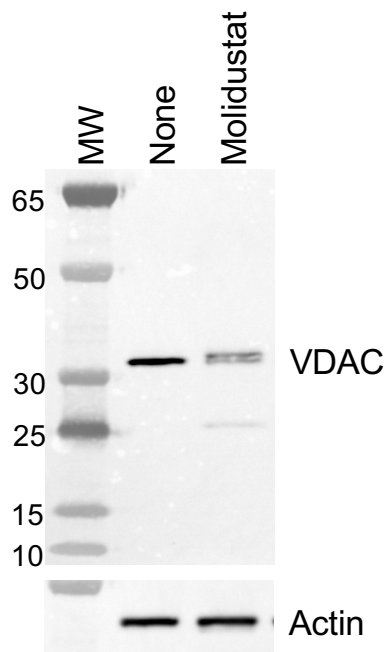

**Supplementary Fig. 4 Downregulated mitochondrial proteins in Molidustat-treated Huh7 cell.** (A) Mitochondrial proteins that were found to be downregulated in the proteomic analysis are shown depending on fold change in red ( $\text{Log}_2(\text{FC}) < -1$ ;  $p < 0.05$ ) or pink ( $\text{Log}_2(\text{FC}) < 0$ ;  $p < 0.05$ ). IDH2 that is induced is shown in green. Created with BioRender.com. (B) Western-blot showing VDAC cleavage in Huh7 cells treated with Molidustat for 48 h. Actin level is used as loading control.

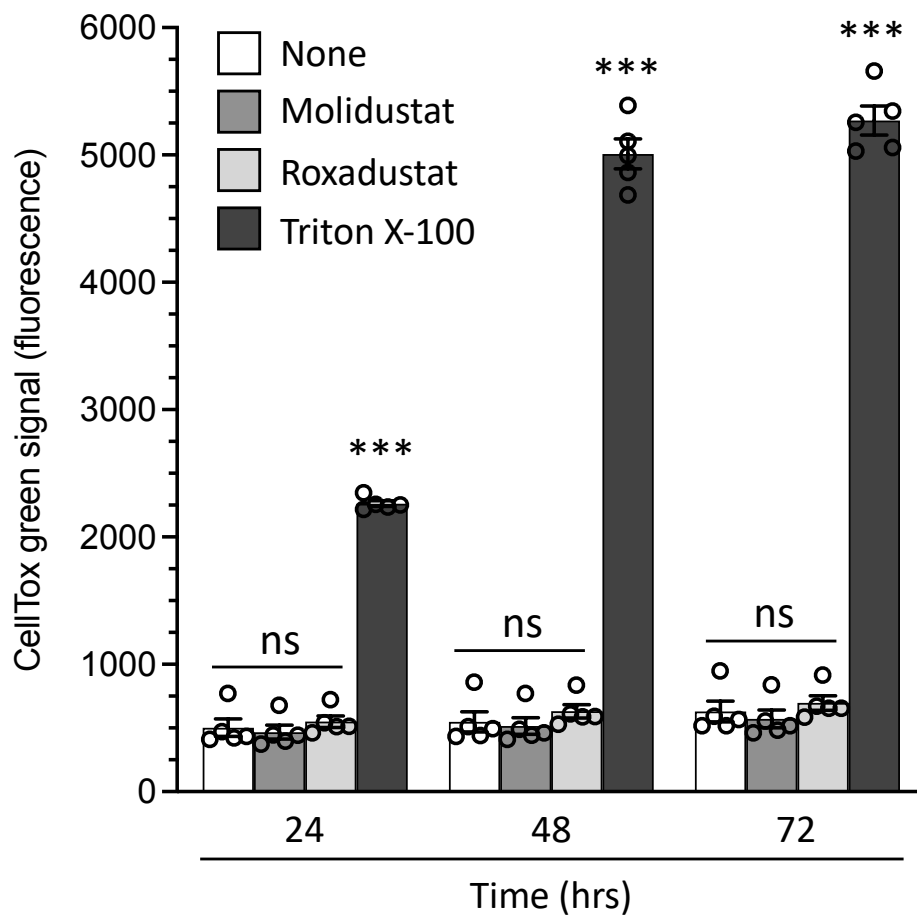

**Supplementary Fig. 5 Molidustat and Roxadustat are not cytotoxic in Huh7 cell cultures.** Cytotoxicity was evaluated by CellTox™ Green cytotoxicity assay. Huh7 were treated with DMSO alone, Molidustat (25  $\mu$ M) or Roxadustat (25  $\mu$ M) and cultured in the presence of the CellTox green dye. Fluorescence was measured every 24 h using TECAN M200 microplate reader. Treatment with 10% Triton X-100 one hour before measurement was used as cytotoxicity control.

**Supplementary Fig. 6 Differential metabolites in cells treated or not by IPPA17-A04 or BAY-2402234.**

Changes in metabolite concentration are presented in log2 values of fold change (FC) calculated on the relative concentrations between treated vs control groups. P-values are calculated with a paired t-test. The list of differential metabolites is indicated (p-value<0.05 and log2|FC|>0.5 for at least one comparison). Decreased metabolites are colored in red and increased metabolites in green.

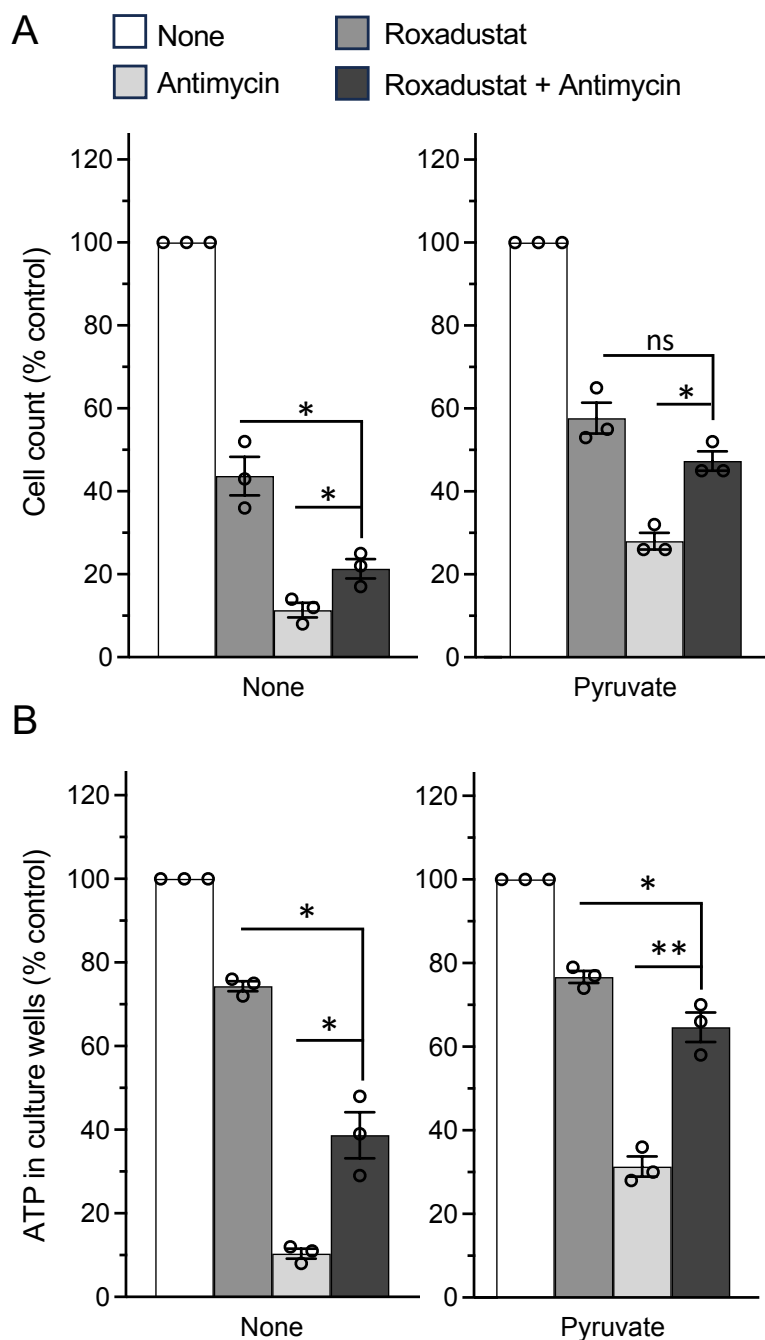

**Supplementary Fig. 7 Proliferation of Huh7 cells is inhibited by Complex III inhibitor antimycin, but is restored in the presence of pyruvate and Roxadustat.** (A) Huh7 cells were treated with DMSO alone, Roxadustat (25  $\mu$ M) and antimycin (1  $\mu$ M) in the absence or presence of pyruvate (1 mM). After 72 h, cell counts were determined by Hoechst staining and quantification of the fluorescence signal (A) and ATP level in culture wells that reflects the number of viable cells was measured (B). Data were normalized to untreated control (None) without (left panels) or with pyruvate (right panels). Means  $\pm$  SEM of three experiments in triplicate.

## A HepG2

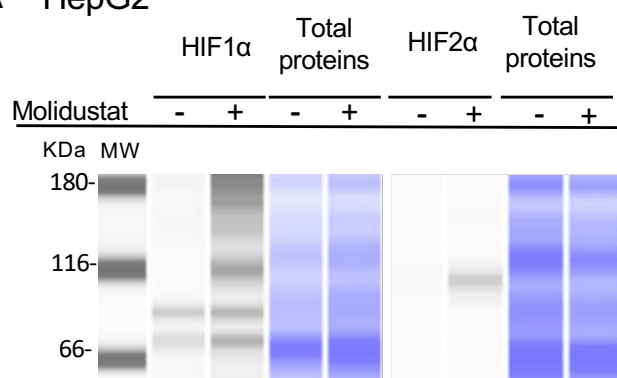

## B Huh6

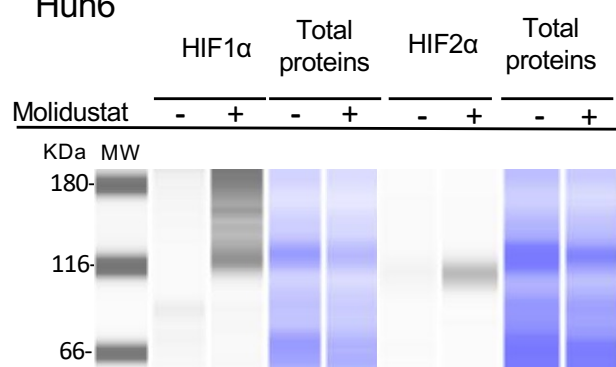

**Supplementary Fig. 8** (A-B) HepG2 (A) or Huh6 (B) cells were treated for 24 h with Molidustat (25  $\mu$ M) or DMSO alone, and HIF-1 $\alpha$  and HIF-2 $\alpha$  expression were determined by Jess analysis. Total proteins loaded in the capillaries are presented on the right panels.

How the deposited data were processed for this re-analysis (not part of the article)

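The transcriptome of Huh7 cells treated with 25 µM Molidustat or with DMSO alone for 24 h or 48 h was measured in 12 libraries, 3 for each of the 4 groups, and each library was assigned to its group and replicate from the study's labels. The authors prepared 3′ libraries, sequenced them on a NextSeq 500, aligned the reads with STAR to GRCh38 and counted reads per gene with HTSeq. The deposited values are whole-number counts per gene without normalization. The paper's text does not name the annotation release, the strand setting or the use of molecular identifiers. The proteome, metabolome and RT-qPCR measurements of the paper were not analysed here.

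Each library lists counts for 60666 genes, of which 60437 have a name in GENCODE release 44, which gave gene names and GRCh38 coordinates. Gene types are those listed with the deposited counts. A further 5 summary lines name no gene and were kept out of library sizes and tests. Of these, reads on no annotated feature made up 17.1 to 25.6% of the listed reads in 11 libraries and 50.4% in DMSO 48 h replicate 2. Reads aligned to several places made up 7.08 to 10.5%, and unaligned reads are listed as 0. All columns were used (0 left out). Between 1499273 and 9179389 counts per library fell on genes, and 8819 to 14733 genes per library had at least 10 counts. Replicates of each group differed by more than sampling noise, so no pair was taken for repeat deposits of 1 library. This does not show that they come from separate cultures.

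Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which kept 14274 of the 28430 genes with at least 1 count. Library sizes were scaled by TMM. The quasi-likelihood test was fitted to all 12 libraries at once, with contrasts of Molidustat against DMSO at 24 h and at 48 h and of the difference between them (the interaction). P-values were adjusted by the Benjamini-Hochberg method. The thresholds are the paper's, an adjusted p under 0.05 and a log2 fold change beyond 1. Standard errors were obtained from the log2 fold change and the F statistic. The paper used DESeq2, which was run as an alternative in version 1.42.0.

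Sets of genes (glycolytic enzymes, mitochondrial ribosomal proteins and the subunits of Complexes I to V) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over all sets and time points. The genes named in the text are those for whose transcripts the paper makes a statement, 158 genes of which 154 could be tested. To these were added, at each time point and in each direction, the 5 genes with the largest log2 fold change among those called whose Molidustat and DMSO libraries did not overlap. Of Table S1, only the first 1998 lines of data were held, so no test was run on it. The enrichment analyses of the paper were not repeated. Results for some genes are not reported here. Where all DMSO libraries had no count, the fold was computed against a floor of 3 counts. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

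The tests were checked on simulated counts with the mean of each gene over all real libraries, edgeR's dispersions and the real library sizes. Of the 14274 genes, 200 drawn from the more abundant ones were changed by 2 on the log2 scale. The departure of DMSO 48 h replicate 2 from the other libraries was not simulated. In the 24 h comparison edgeR recovered 128 of them and called 5 unchanged genes, DESeq2 recovered 167 and called 47, and limma-voom with sample quality weights recovered 105 and called 2. In the 48 h comparison edgeR recovered 112 and called 4 unchanged genes, DESeq2 recovered 160 and called 38, and limma-voom with sample quality weights recovered 106 and called 4. In simulated comparisons with no changed gene, edgeR called 0 genes at each time point, limma-voom 0 at each, and DESeq2 called 7 at 24 h and 4 at 48 h.

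Alternatives were DESeq2 on all groups or on each time point alone, RLE factors or total counts in place of TMM, no filter on low counts or at least 10 counts in every library, each time point fitted alone, the replicate number as a block, all libraries thinned to the smallest total, no threshold on the fold change, an estimated correlation or fry in place of camera's preset, and each library left out in turn. After the data were seen, others were added: DESeq2 without its filter on Cook's distance, DESeq2 without DMSO 48 h replicate 2, and limma-voom with sample quality weights. EdgeR with both the filter on low counts and 1 library left out, for each library in turn, was also added then. Libraries were thinned with random seed 7.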

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

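The test of reads shared between PDK1-AS1 and PDK1, DESeq2 without its filter on Cook's distance, DESeq2 without DMSO 48 h replicate 2 and limma-voom with sample quality weights were chosen only after the results were seen.

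Reads on no annotated feature, which the paper does not report on, made up 50.44% of the listed reads in DMSO 48 h replicate 2 and at most 25.6% in the 11 other libraries. The same library had the fewest counts on genes (1499273), 4.23% of its counts on lncRNAs against 1.87 to 2.46% in the others, and 0.0532% on mitochondrial rRNA against 0.261 to 1.47%. Low depth alone is argued against: DMSO 48 h replicate 1 thinned to 1499283 counts still correlated with replicate 3 at 0.946, where replicate 2 had 0.782. GC content as the whole cause is argued against too, since removing the trend with GC content moved this correlation to 0.784, against 0.956 between replicates 1 and 3, and removing the trend with transcript length moved it to 0.789. A mislabelled Molidustat library is argued against by the 33 genes called higher with Molidustat at 24 h: their median was 3.94 log2 CPM in replicate 2, 3.75 and 4.40 in replicates 1 and 3, and 6.35 to 6.53 in the Molidustat 48 h libraries. A few genes did not take most of its counts, as its most abundant gene, MARCKS, held 1.79%.

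Genomic DNA and an excess of nuclear RNA stay open as candidate explanations for this library. At equal depth, 0.0654% of its counts fell on genes with no count in any other library, above the 0.0307 to 0.0483% of the others, but few counts are involved and reads outside genes are not resolved by position in these files. The log2 ratio of replicate 2 to the other DMSO 48 h libraries correlated with the genomic span of genes at a rank correlation of 0.116, close to the 0.115 between replicates 1 and 3 (across genes, which are not independent replicates). The 13 mitochondrial mRNAs had a median log2 ratio of -0.75 (9 of them lower), and of -0.77 between replicates 1 and 3. These explanations cannot be told apart, because the counts give neither introns nor intergenic positions. RNA from other cells was not tested. The library shares its condition with replicates 1 and 3, so no biological explanation was tested.

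SPAG4, which the paper does not discuss, reached a mean of 129.4 CPM with Molidustat at 24 h and 188.1 CPM at 48 h, against 5.36 ± 3.93 and 9.73 ± 1.97 CPM with DMSO (SD, n = 3). It was called in all 12 fits that each left out 1 library at both time points, and thinning all libraries to the smallest total left log2 fold changes of 4.25 for SPAG4 at 24 h and 4.28 for SPAG4 at 48 h, which argues against a difference in depth as the cause. LGALS14, at 12.61 CPM at 24 h and 59.9 CPM at 48 h with Molidustat, had 0 counts over the DMSO libraries at 24 h and 15 at 48 h, and was also called in all 12 such fits. Thinned libraries gave log2 fold changes of 7.25 for LGALS14 at 24 h and 5.71 for LGALS14 at 48 h. Reads that LGALS14 may share with related genes were not tested. For both genes an effect of Molidustat is the biological explanation the design names.

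GPR146 (ENSG00000164849; chromosome 7, 1044546 to 1059261) had a mean of 14.12 CPM with Molidustat at 24 h and 0 counts with DMSO, at least 55.5-fold higher (adjusted p = 0.0129 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out DMSO 24 h replicate 1, 2 or 3 lost the call of GPR146 at 24 h (adjusted p = 0.0733, 0.0522 and 0.0692 by edgeR), as did thinning to the smallest total (adjusted p = 0.0523 by edgeR), so depth limits it. Over the alternatives that tested it, apart from those that left out both the filter on low counts and 1 library, its adjusted p ran from 8.96e-07 (DESeq2 without DMSO 48 h replicate 2, chosen after seeing the data) to 0.0733. VNN3P (ENSG00000093134; chromosome 6, 132722784 to 132736935) had 10.61 CPM with Molidustat at 24 h, from 183 counts, and 1 count with DMSO (adjusted p = 0.0202 by edgeR). VNN3P at 24 h was called in thinned libraries (adjusted p = 0.0457 by edgeR) and lost without DMSO 24 h replicate 1, 2 or 3 (0.162, 0.12 and 0.0715) or Molidustat 24 h replicate 1 or 2 (0.0609 and 0.116), and over the same alternatives its adjusted p ran from 0.000139 by DESeq2 to 0.162. At 48 h neither gene was called by edgeR on all libraries (log2 fold changes 2.67 and 2.87, adjusted p = 0.23 and 0.213). GPR146 was not called at 48 h under any alternative that tested it, while VNN3P at 48 h was called by DESeq2 on all groups (adjusted p = 0.0457) and, chosen after seeing the data, by DESeq2 without its filter on Cook's distance (0.0411) and limma-voom with sample quality weights (0.0374). An effect at 1 time point alone is not implied, since the difference between the time points was not significant (interaction adjusted p = 0.728 for each by edgeR). Reads shared with related genes were not tested, and an effect of Molidustat stays open for both.

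PDK1-AS1 (ENSG00000225205; chromosome 2, 172480840 to 172556596) had 8.976 CPM with Molidustat at 24 h and 0 counts with DMSO, at least 35.3-fold higher (adjusted p = 0.036 by edgeR), and was called in 5 of the 12 fits that each left out 1 library. PDK1-AS1 at 24 h lost its call without DMSO 24 h replicate 1, 2 or 3 (adjusted p = 0.166, 0.122 and 0.166 by edgeR), Molidustat 24 h replicate 1 or 2 (0.158 and 0.106) or Molidustat 48 h replicate 2 or 3 (0.071 and 0.0834), and in thinned libraries (0.0554). Over the same alternatives that tested PDK1-AS1, its adjusted p ran from 2.73e-05 (DESeq2 without DMSO 48 h replicate 2, chosen after seeing the data) to 0.166. Reads of the overlapping gene PDK1 are a candidate explanation. The ratio of PDK1-AS1 to PDK1 counts ran from 0 to 18.6% over the libraries, with a chi-square per degree of freedom of 5.46. This variation is beyond counting noise, but PCR copies widen such ratios and the strand setting is not named. The genes overlap only at the start of PDK1, while the libraries read the 3′ end of transcripts, which makes shared reads less likely. Without read positions shared reads are not excluded, and an effect of Molidustat on PDK1-AS1 itself stays open.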

How the results depend on the processing

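The alternatives with DESeq2 without its filter on Cook's distance, with DESeq2 without DMSO 48 h replicate 2, with limma-voom and sample quality weights and with edgeR leaving out both the filter on low counts and 1 library were chosen only after the results were seen. Counts below are genes called higher at 24 h, 48 h and either time point, genes called lower in the same order, those called higher that Table S2 lists and those called lower that Table S3 lists. With edgeR on all 12 libraries they were 33, 30, 43, 0, 3, 3, 43 and 3. Where a count moved, the cause was not tested unless it is given.

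DESeq2 on all 4 groups gave 130, 172, 231, 12, 178, 190, 191 and 179, with 4 genes for the interaction (0 with edgeR), and included all 43 of the higher genes and 2 of the 3 lower ones. DESeq2 on each time point alone gave 138, 101, 183, 7, 32, 39, 147 and 33. In the simulated data, which were drawn with edgeR's dispersions, DESeq2 also called more unchanged genes than edgeR did. Without the filter on low counts, edgeR on 28430 genes gave 104, 154, 202, 2, 610, 612, 169 and 562, with 321 for the interaction. With at least 10 counts in every library, which left 7555 genes, the counts were 15, 14, 20, 0 (118 at an unadjusted p under 0.05), 1, 1, 20 and 1. With each time point fitted alone they were 57, 7, 58, 0 (231 at an unadjusted p under 0.05), 0 (748), 0, 55 and 0. RLE factors (32, 30 and 41 higher), total counts (35, 33 and 46), libraries thinned to the smallest total (35, 28 and 40) and no threshold on the fold change (33, 30 and 43) stayed within 1.5 times, with 2, 2, 2 and 3 genes lower at 48 h. Total counts in place of TMM moved the log2 fold changes of the 14274 genes by a median of -0.05 at 24 h and 0.12 at 48 h, and RLE factors by 0.01 and -0.01. Total counts changed no call of a gene set. The set medians include this shift of all genes, and at 48 h all of them rose with total counts. That of Complex I went from 0.57 to 0.77, that of Complex IV from 0.77 to 0.98 and that of Complex II from -0.04 to 0.17. The change of sign of Complex II therefore cannot be told apart from the common shift.

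Of the alternatives chosen after seeing the data, DESeq2 without the filter on Cook's distance gave 125, 181, 236, 12, 296, 308, 192 and 289, with 4 for the interaction. DESeq2 without DMSO 48 h replicate 2 gave 209, 150, 266, 28, 24, 51, 184 and 35, with 1 for the interaction. Limma-voom with sample quality weights, which gave that library a weight of 0.298, called 64, 244, 253, 0 (327 at an unadjusted p under 0.05), 34, 34, 169 and 26. With the filter on low counts and 1 library both left out, the 12 fits called 51 to 198, 83 to 163, 132 to 216, 0 (429 at an unadjusted p under 0.05) to 16, 31 to 841, 45 to 843, 111 to 170 and 34 to 708. The lowest of the counts for lower genes at 48 h and at either time point came without DMSO 48 h replicate 2, and the highest without DMSO 48 h replicate 1.

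The replicate block gave 30, 22 and 35 genes higher and 0 lower at 24 h and 48 h (200 and 836 at an unadjusted p under 0.05), with 35 and 0 in the lists of Tables S2 and S3. Deviations from the group means of libraries with the same number correlated across genes at 0.02, -0.03 and 0.12 at 24 h and at -0.05, -0.01 and 0.05 at 48 h. These values give no sign that the numbers pair the libraries. No reference from libraries with unequal numbers was computed, so pairing is not excluded.

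Across the 12 fits that each left out 1 library, the genes called higher ran from 20 to 111 at 24 h, 13 to 55 at 48 h and 32 to 118 at either time point, and the genes called lower from 0 to 5, 0 to 272 and 0 to 272. Those in Table S2 ran from 32 to 103 and those in Table S3 from 0 to 270. Where none was called lower, 171 to 342 genes at 24 h and 868 to 1318 at 48 h had an unadjusted p under 0.05. The interaction stayed at 0 in all 12, as over all libraries (968 at an unadjusted p under 0.05). The highest counts at 24 h came without DMSO 48 h replicate 2, where the shared estimate of the spread no longer held that library, and the 272 genes lower at 48 h came without DMSO 48 h replicate 1. Without replicate 3 there were 152 and without replicate 2 there were 5.

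Both glycolytic calls kept their direction and significance in every setting run, with medians from 1.50 to 1.79 at 24 h and 1.08 to 1.53 at 48 h over the fits that left out 1 library. The other sets did not. With fry or an estimated correlation, the calls of the mitochondrial ribosome at 24 h (-0.27) and of Complexes I, IV and V at 48 h (0.57, 0.77 and 0.70) were lost, with adjusted p-values of 0.614 by limma's fry and 0.676 by limma's camera for the first and 0.464 and 0.676 for the others. Complex III at 48 h was called without the filter (0.42, adjusted p = 0.0463 by limma's camera) and with at least 10 counts (0.47, adjusted p = 0.0353 by limma's camera), where Complex II at 48 h had -0.0081. With each time point alone, Complex V at 48 h had 0.68 (adjusted p = 0.0508 by limma's camera).

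With 1 library left out, the medians at 48 h ran from -0.18 to 0.47 for the mitochondrial ribosome, 0.18 to 0.77 for Complex I and -0.35 to 0.15 for Complex II. They ran from 0.022 to 0.61 for Complex III, 0.32 to 1.05 for Complex IV and 0.33 to 0.93 for Complex V. Each lowest value came without DMSO 48 h replicate 2. At 24 h they ran from -0.23 to 0.038 for Complex I, -0.33 to 0.19 for Complex IV and -0.28 to 0.017 for Complex V. Complex I at 24 h passed the threshold without Molidustat 24 h replicate 3 (adjusted p = 0.00471 by limma's camera), DMSO 24 h replicate 1 (0.0215) or DMSO 24 h replicate 2 (0.0419), Complex V at 24 h without DMSO 24 h replicate 1 (0.0258) and the mitochondrial ribosome at 48 h without DMSO 48 h replicate 3 (0.0427). The calls of Complexes I, IV and V at 48 h were lost without DMSO 48 h replicate 2 (adjusted p = 0.068, 0.0564 and 0.22 by limma's camera) and without Molidustat 48 h replicate 2 (0.362, 0.362 and 0.432), and that of Complex V also without DMSO 48 h replicate 1 (0.0661).

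Of the 322 values of named genes, none changed direction among those called. The 48 called values included 21 kept in every fit that left out 1 library. DESeq2 on all groups moved 81 values past the threshold and lost 0, no filter moved 72 and lost 0, the replicate block lost 12, and each time point alone moved 13 past it and lost 19. Over all fits that left out 1 library, 3550 values were the same, 127 lost the threshold, 81 passed it and 106 changed sign without being called. Depth limits genes with few counts: in thinned libraries 7 values lost the threshold and 4 passed it.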

Differences from the paper's values

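The alternatives with DESeq2 without its filter on Cook's distance, with DESeq2 without DMSO 48 h replicate 2, with limma-voom and sample quality weights and with edgeR leaving out both the filter on low counts and 1 library were chosen only after the values were seen.

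The paper reports 288 genes higher at either time point, and 43 were called here. Of the alternatives set before the data were examined, DESeq2 on all 4 groups (231) and no filter on low counts (202) came within 1.5 times, and the others did not. DESeq2 without the filter on Cook's distance (236), DESeq2 without DMSO 48 h replicate 2 (266) and limma-voom with sample quality weights (253), all chosen after seeing the values, also did. So did edgeR without both the filter and Molidustat 24 h replicate 1 (195) or 3 (201) or DMSO 48 h replicate 2 (215) or 3 (216), a combination again chosen after seeing the values. At 24 h the paper's Table S2 lists 134 genes and 33 were called here. DESeq2 on all groups (130), DESeq2 on each time point alone (138), no filter (104) and the fit without DMSO 48 h replicate 2 (111) closed this gap, as did DESeq2 without the filter on Cook's distance, chosen after seeing the values (125). Without both the filter and 1 library, again chosen after seeing the values, the gap was closed in 8 of 12 fits (93 to 198), all but those without DMSO 24 h replicate 1 (75), 2 (51) or 3 (85) or Molidustat 24 h replicate 2 (67). At 48 h the table lists 239 and 30 were called. Of the alternatives set before the data were examined, only DESeq2 on all groups (172) closed this gap, and of those chosen after seeing the values, DESeq2 without the filter on Cook's distance (181), limma-voom (244) and edgeR without both the filter on low counts and DMSO 48 h replicate 3 (163) or Molidustat 24 h replicate 2 (161).

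The paper reports 906 genes lower at either time point, and 3 were called here. Of the alternatives set before the data were examined, only edgeR with no filter on low counts closed the gap (612). Without the filter and 1 library, chosen after seeing the values, it was closed without DMSO 48 h replicate 1 (843) or 3 (819), DMSO 24 h replicate 3 (605) or Molidustat 24 h replicate 2 (636) or 3 (618). For 48 h the paper's Table S3 lists 893 genes against 3 here, and of the alternatives set before the data were examined again only no filter came within 1.5 times (610). Of the fits without the filter and 1 library, chosen after seeing the values, the same 5 did (841, 817, 603, 632 and 612), and so did that without Molidustat 24 h replicate 1 (598). At 24 h it lists 14, against 0 here (217 at an unadjusted p under 0.05). DESeq2 on all groups (12) closed this gap, as did DESeq2 without the filter on Cook's distance (12) and edgeR without both the filter on low counts and DMSO 48 h replicate 2 (16), both chosen after seeing the values.

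Of 203 log2 fold changes compared with the paper's, 1 differed in sign or by more than its standard error. For 7 more values the DMSO libraries held no count, so only a lower bound of the fold was compared, and none of the bounds exceeded the paper's fold by more than 1.5 times. For APP at 24 h the paper's value is 0.00912, and -0.0102 was obtained here (standard error 0.39), which is opposite in sign and within the error. No filter on low counts (0.00939), each time point alone (0.000311) and the fits without DMSO 24 h replicate 2 (0.0562), Molidustat 24 h replicate 3 (0.0975) or DMSO 48 h replicate 2 (0.00294) gave a positive value. The other alternatives gave a negative one.

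The paper describes MFN1 as suppressed. It was not called lower at either time point here, with a log2 fold change of -1.50 at 48 h (adjusted p = 0.327 by edgeR) and 0.06 without DMSO 48 h replicate 2, with the adjusted p at 48 h, where not both the filter and 1 library were left out, running from 0.0727 without the filter on low counts (by edgeR) to 0.998 by DESeq2 without that library, chosen after seeing the values. MFN1 was called lower at 48 h where the filter and DMSO 48 h replicate 1 or 3 were both left out, a combination chosen after seeing the values (-1.89 and -1.82, adjusted p = 0.00832 and 0.0145 by edgeR).

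Of the 62 genes of Fig. 1D, 19 were called higher at either time point here and 52 by DESeq2 on all groups. Of the 19 genes of Fig. 3B, 7 were called here and 16 by DESeq2, and of the 20 of Fig. 3A, 4 and 14. Of the 31 tested transcripts of the upregulated proteins in Fig. 4B, 11 and 20 were called. Genes the paper states to be induced were not called here at one or both time points. At 24 h, DESeq2 on all groups called EGLN1, CCNG2, FUNDC2, PDK3, VEGFA, PLOD2, CCL20, CXCL10, ENO1, TPI1, GAPDH, PKM and SERPINA1. DESeq2 on each time point alone called these except CCNG2 and VEGFA, and CITED2, ERRFI1, MTFP1, CXCL6, ALDOA, GPI and SERPINA7. With no filter on low counts, EGLN1, PDK3, PLOD2, CXCL6, CXCL10, ENO1, TPI1, GAPDH, GPI and SERPINA7 were called, and with each time point fitted alone PLOD2, CXCL6, ENO1, TPI1, GAPDH and PKM. Leaving out DMSO 48 h replicate 2 called EGLN1, CITED2, FUNDC2, PDK3, MTFP1, PLOD2, CCL20, ENO1, TPI1, GAPDH, PKM, ALDOA, GPI and SERPINA1. Leaving out DMSO 24 h replicate 2 called PDK3, DMSO 24 h replicate 3 EGLN1, and Molidustat 24 h replicate 3 TPI1.

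At 48 h, DESeq2 on all groups called CITED2, ERRFI1, FUNDC2, PLOD2, CCL20, CXCL6, ENO1, TPI1, GAPDH, PKM, ALDOA, SLC2A1, LDHA, SERPINA1, SERPINA5 and SERPINF2. DESeq2 on each time point alone called ERRFI1, FUNDC2, CXCL6, ENO1, TPI1, GAPDH, PKM, SLC2A1, LDHA and SERPINA1. With no filter on low counts, CITED2, ERRFI1, FUNDC2, PDK1, MTFP1, PLOD2, ADM, CXCL6, ENO1, GAPDH, ALDOA, SLC2A1, MXI1, LDHA, SERPINA1, SERPINA5 and SERPINA7 were called. RLE factors and thinned libraries called LDHA. Leaving out DMSO 48 h replicate 1 called ERRFI1, CXCL6, ENO1, LDHA and SERPINA7, replicate 2 ENO1, TPI1, MXI1, LDHA and SERPINA1, and replicate 3 ERRFI1, LDHA and SERPINA1.

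Of the alternatives chosen after seeing the values, DESeq2 without the filter on Cook's distance called the same genes as DESeq2 on all groups, and ADM at 48 h. DESeq2 without DMSO 48 h replicate 2 called at 24 h the genes that edgeR called without that library, and ERRFI1, CCNG2, CXCL6, CXCL10, SERPINA7, SERPIND1 and WSB1. At 48 h it called those of DESeq2 on all groups except CCL20 and SERPINF2, and PDK1, MTFP1, ADM and MXI1. Limma-voom called EGLN1, PDK3, PLOD2, ENO1, TPI1, GAPDH and PKM at 24 h. At 48 h it called EGLN1, NTS, PDK1, ADM and MXI1, and those of DESeq2 on all groups except CCL20 and SERPINF2. For WSB1 at 24 h the values were 1.03 and an adjusted p of 0.00377 by DESeq2, and for NTS at 48 h 1.09 and 0.0407 by limma. EdgeR without both the filter and DMSO 48 h replicate 2 called at 24 h, besides the genes called without the filter alone, ALDOA, CCL20, CCNG2, CITED2, ERRFI1, FUNDC2, MTFP1, PKM, SERPINA1, SERPINB1, SERPIND1 and WSB1, and TPI1 at 48 h, while the fit without Molidustat 24 h replicate 3 called CITED2 at 24 h. At 48 h, TPI1 and NTS were called without the filter and Molidustat 24 h replicate 2, NTS, SERPINF2 and CXCL5 (2.40, adjusted p = 0.0333 by edgeR) without the filter and DMSO 48 h replicate 1, and CCL20 without the filter and DMSO 48 h replicate 3. With the filter and all libraries, CXCL5 had a log2 fold change of 1.53 at 48 h (adjusted p = 0.334 by edgeR).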

Other observations

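The tests of a constant share of parent reads for TPI1P1 and ACSL3P1 were chosen only after the ratios were seen, and so was their limit, 10 times the largest chi-square per degree of freedom among the copies of GAPDH.

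The paper follows the genes of the HIF-α subunits by RT-qPCR in other experiments. In these libraries, HIF1A (ENSG00000100644; chromosome 14, 61695513 to 61748259) had log2 fold changes of 0.61 at 24 h and -0.93 at 48 h (standard errors 0.42 and 0.42, adjusted p = 0.999 and 0.356 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.26 at 48 h without DMSO 48 h replicate 2. EPAS1 (ENSG00000116016; chromosome 2, 46293667 to 46386697) had 0.65 at 24 h and -1.49 at 48 h (standard errors 0.56 and 0.57, adjusted p = 0.999 and 0.267 by edgeR), and -0.17 at 48 h without that library. Adjusted over the 154 tested genes for which the paper makes a statement, the p-value of EPAS1 at 48 h was 0.0374 and that of HIF1A 0.0746 by edgeR, and adjusted over the 6 genes followed by RT-qPCR alone both were significantly lower at 48 h. The paper's Table S3 gives -1.63 for EPAS1 and -1.03 for HIF1A at 48 h.

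The hypothesis that the lower expression at 48 h of the genes of Table S3 rests on 1 library, DMSO 48 h replicate 2, was tested by leaving out each library. With no filter on low counts, 851 of the 893 genes listed at 48 h had a log2 fold change under -1 over all libraries, 144 without replicate 2, 887 without replicate 1 and 888 without replicate 3. The values are those the hypothesis needs. Since replicate 2 also stood apart in its unassigned reads, a technical origin of these changes is a candidate explanation that the counts alone do not settle.

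TPI1P1, BNIP3P1 and ACSL3P1 are pseudogenes called higher with Molidustat, and shared reads with the parent gene are a candidate explanation. Over 8 pairs of a pseudogene and its parent, the ratio of their counts was constant over the 12 libraries within counting noise in 3, all of them copies of GAPDH. For TPI1P1 it ran from 0.374 to 1.20% of TPI1, for BNIP3P1 from 10.7 to 16.1% of BNIP3 and for ACSL3P1 from 0 to 24.1% of ACSL3. For ACSL3P1 a constant share of the reads of ACSL3 is argued against as the whole cause. The ratio was 1.13% with DMSO and 22.0% with Molidustat at 24 h, and its chi-square per degree of freedom was at least 89.7 whichever library was left out, where the GAPDH copies had 0.947 to 1.67 over all libraries. For TPI1P1 the smallest value with 1 library left out was 13.7, far above the GAPDH copies but under the limit, and the ratio was 0.899% with DMSO and 1.02% with Molidustat at 24 h. For BNIP3P1 the chi-square per degree of freedom was 3.62, and the ratio was 14.1% with DMSO and 13.3% with Molidustat at 24 h. PCR copies widen such ratios, and for TPI1P1 and BNIP3P1 shared reads and expression of the pseudogene cannot be told apart. An effect of Molidustat on the pseudogenes themselves stays open.

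Chance was examined through the other splits of the 6 libraries of each time point into 3 and 3. Of the 10 splits, 1, the real one, gave as many as 33 genes in one direction at 24 h, 1 gave as many as 30 higher genes at 48 h and 1 gave as many as 3 lower genes at 48 h. The other splits called no gene. With 10 splits the share cannot fall below 0.1, so the splits alone decide nothing about chance. Against chance as the cause of the higher genes stand the 20 genes called higher at both time points, which share no library, although a single fit of all 12 libraries estimated the spread for both. For the 3 lower genes, called at 48 h alone, chance stays open.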
